# Simultaneous augmentation of muscle and bone by locomomimetism through calcium-PGC-1α signaling

**DOI:** 10.1038/s41413-022-00225-w

**Published:** 2022-08-03

**Authors:** Takehito Ono, Ryosuke Denda, Yuta Tsukahara, Takashi Nakamura, Kazuo Okamoto, Hiroshi Takayanagi, Tomoki Nakashima

**Keywords:** Bone, Homeostasis

## Abstract

Impaired locomotion has been extensively studied worldwide because those afflicted with it have a potential risk of becoming bedridden. Physical exercise at times can be an effective remedy for frailty, but exercise therapy cannot be applied in all clinical cases. Medication is safer than exercise, but there are no drugs that reinforce both muscle and bone when administered alone. Multiple medications increase the risk of adverse events; thus, there is a need for individual drugs targeting both tissues. To this end, we established a novel sequential drug screening system and identified an aminoindazole derivative, locamidazole (LAMZ), which promotes both myogenesis and osteoblastogenesis while suppressing osteoclastogenesis. Administration of this drug enhanced locomotor function, with muscle and bone significantly strengthened. Mechanistically, LAMZ induced Mef2c and PGC-1α in a calcium signaling–dependent manner. As this signaling is activated upon physical exercise, LAMZ mimics physical exercise. Thus, LAMZ is a promising therapeutic drug for locomotor diseases, including sarcopenia and osteoporosis.

## Introduction

The modern lifestyle in developed countries has emancipated us from heavy labor but has also resulted in a pattern of insufficient physical activity.^1,2^ Physical inactivity causes frailty of the muscle and bone (i.e., sarcopenia and osteoporosis), which can result in people becoming bedridden. In addition, physical inactivity is associated with other diseases, including cardiovascular disease, stroke and diabetes, making it one of the major risk factors for death.^3^ The socioeconomic burden of treating these diseases is growing progressively, so considerable attention is being paid to increasing physical activity.^4^

Despite this, exercise is not appropriate for all patients because of their specific conditions, such as cerebrovascular disease, dementia or when a patient has already become bedridden. In such cases, drug therapy would be an efficacious solution. Several clinical trials are underway to develop therapeutic drugs for sarcopenia, targeting androgen receptor as well as myostatin,^5,6^ but there have not been any drugs yet approved for the improvement of the muscle loss that occurs in sarcopenia.^7^ There are a variety of drugs for the treatment of bone loss: vitamin D_3_, teriparatide, selective estrogen receptor modulators (SERMs), bisphosphonates, denosumab and romosozumab.^8,9^ Although sarcopenia and osteoporosis often coexist,^10,11^ most of these drugs exert effects only on bone. Therefore, patients might be compromised by multiple medication regimens, even if a drug for sarcopenia were developed. Furthermore, elderly patients often have other diseases and thus would be prescribed additional medications. The prescription of multiple drugs, polypharmacy, is a common cause of poor adherence or noncompliance and drug interactions that often result in adverse events. From the viewpoint of avoiding polypharmacy, these diseases of frailty should be treated with a single drug targeting both conditions.

## Results

### Sequential screening identified locamidazole (LAMZ) as a candidate therapeutic drug for impaired locomotion

Reinforcement of the muscle and bone during exercise coincides with anabolic changes in both muscle and bone (e.g., increase in proliferation and/or differentiation of myocytes and osteoblasts and a decrease of these in osteoclasts). In search of drugs that can be a substitute for exercise, we established a sequential drug screening system, in which the differentiation of three lineages of cells in muscle and bone (myocytes, osteoblasts and osteoclasts) was quantified. First, we developed a novel method for quantifying the proliferation and differentiation of myocytes. Among 296 compounds in a chemical library, eight were found to enhance the proliferation and/or differentiation of C2C12 cells, a myocyte cell line (Fig. 1a). Compound 17b, an aminoindazole derivative that showed the strongest promotion of myotube formation, enhanced myosin heavy chain expression (Fig. 1b). This compound increased the expression of *Myod1*, *Myog*, *Klf5* and *Mef2c*, transcription factors known to be induced during myogenesis and to increase differentiation (Fig. 1c).^12,13^

**Fig. 1:**
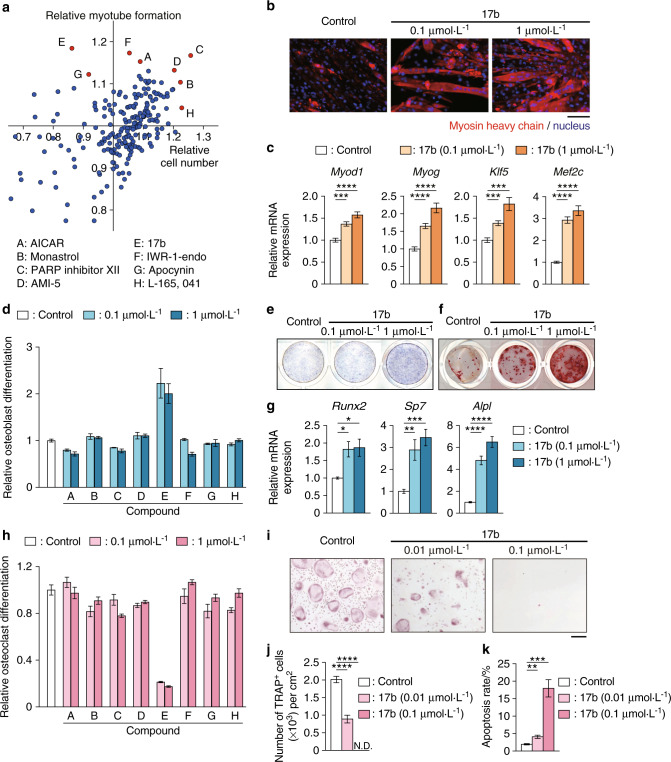
Sequential screening identified 17b (locamidazole: LAMZ) as a candidate therapeutic drug for impaired locomotion. **a** Primary screening for extracting compounds that enhance the proliferation and/or differentiation of myocytes. The relative proliferation and myotube formation are plotted in the scattergram. Each dot represents the corresponding compound. Compounds A–H are as follows: A, AICAR; B, monastrol; C, PARP inhibitor XII; D, AMI-5; E, 17b; F, IWR-1-endo; G, apocynin; and H, L-165,041. The dots depicted in red underwent further screening. **b** Representative immunocytofluorescence images of C2C12 cells. Myosin heavy chain (red); nuclei (blue). **c** mRNA expression of myogenic genes. **d** Secondary screening for extracted compounds enhancing osteoblastogenesis based on alkaline phosphatase (ALP) activity. **e** Representative ALP staining images of osteoblasts. **f** Representative images of the mineralization of osteoblasts. **g** mRNA expression of osteoblastic genes. **h** Tertiary screening for extracting compounds that suppress osteoclastogenesis based on *Ctsk* expression indicated by LacZ activity. **i** Representative images of tartrate–resistant acid phosphatase (TRAP) staining. **j** Number of TRAP^+^ multinucleated cells. N.D. not detected. **k** Apoptosis ratio of osteoclasts detected by TdT-mediated dUTP nick-end labeling (TUNEL) assay. The data of the effects of 17b were obtained from 3 independent experiments with replicates of three wells. Scale bar, 100 μm. Statistical analyses were carried out using one-way ANOVA followed by Dunnett’s multiple-comparison test or Brown–Forsythe ANOVA test and Dunnett’s T3 test. The error bars show the mean ± s.e.m. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1

The eight compounds were examined for their effects on osteoblastogenesis using MC3T3-E1, an osteoblastic cell line. A cell culture-based protocol for quantifying the activity of alkaline phosphatase (ALP), an osteoblast marker, is commonly used.^14,15^ This protocol consists of multiple steps, through which artifacts can emerge, so we devised a simplification that reduces the technical burden and prevents the technical errors associated with such multiple steps (see methods) (Fig. S1a). Using this system, 17b was demonstrated to have the most potent capacity to enhance osteoblastogenesis (Fig. 1d), a result that was confirmed by ALP staining (Fig. S1b). We found that 17b enhanced ALP activity, mineralization and the expression of the osteogenic genes *Runx2*, *Sp7* (Osterix) and *Alpl* (alkaline phosphatase) in calvarial cells from neonatal mice (Fig. 1e–g).

The eight candidates were further evaluated for their effects on osteoclastogenesis based on the activity of an osteoclastic enzyme, cathepsin K (CtsK).^16^ Genetically modified mice expressing β-galactosidase (LacZ) in a *Ctsk* promoter-dependent manner figure legend of Fig. 4 for the quantification of CtsK activity (Fig. S1c, d).^17,18^ Among the candidates, 17b was revealed to most efficiently suppress osteoclastogenesis (Fig. 1h–j). Osteoclast apoptosis was enhanced by this compound, with cleaved caspases and proapoptotic genes increased (Fig. 1k and Fig. S1e, f). Thus, Compound 17b enhanced both myogenesis and osteoblastogenesis while suppressing osteoclastogenesis via direct effects. Therefore, this compound was called “locamidazole”, after “locomotor” and the chemical backbone “aminoindazole”, LAMZ in short.

### Oral administration of LAMZ augments both muscle and bone

The in vitro efficacy of LAMZ prompted us to conduct in vivo analyses. LAMZ was transferred to the blood when administered orally and thus was administered once daily for 14 days; this treatment did not affect body weight (Fig. S2a–c). At the endpoint of the experiment, the drug was detected in the blood, muscle and bone, with no detectable adverse effects on hematologic parameters (Fig. S2d–f). There were no apparent abnormal findings that would indicate possible side effects (Fig. S2g–j). The muscle fiber width was larger in the mice treated with LAMZ than in the control mice, with no obvious manifestation of muscle/tendon degeneration (Fig. 2a, b and Fig. S3a–c). The LAMZ-treated mice ran on a treadmill running machine with fewer episodes of fatigue-like behavior (Fig. 2c). The travel distance was significantly increased by LAMZ, although it was a small increase (Fig. 2c). The maximal muscle strength of these mice was greater as well (Fig. 2c). Microcomputed tomography (micro-CT) analysis indicated that the trabecular and cortical bone parameters were significantly higher in the LAMZ-treated mice (Fig. 2d, e). More osteoblasts were observed, with a higher rate of bone formation, while there were fewer osteoclasts in the LAMZ-treated mice, with lower bone resorption activity (Fig. 2f, g). Although Sclerostin (*Sost*) was found to increase as osteoblastogenesis was enhanced by LAMZ, there was no significant increase in its expression in cultured osteocytes or in bone tissue (Fig. S3d). LAMZ did not induce degeneration of the articular cartilage (Fig. S3e, f). These results demonstrated that LAMZ reinforces both muscle and bone in vivo without any obvious adverse effects on other tissues.

**Fig. 2:**
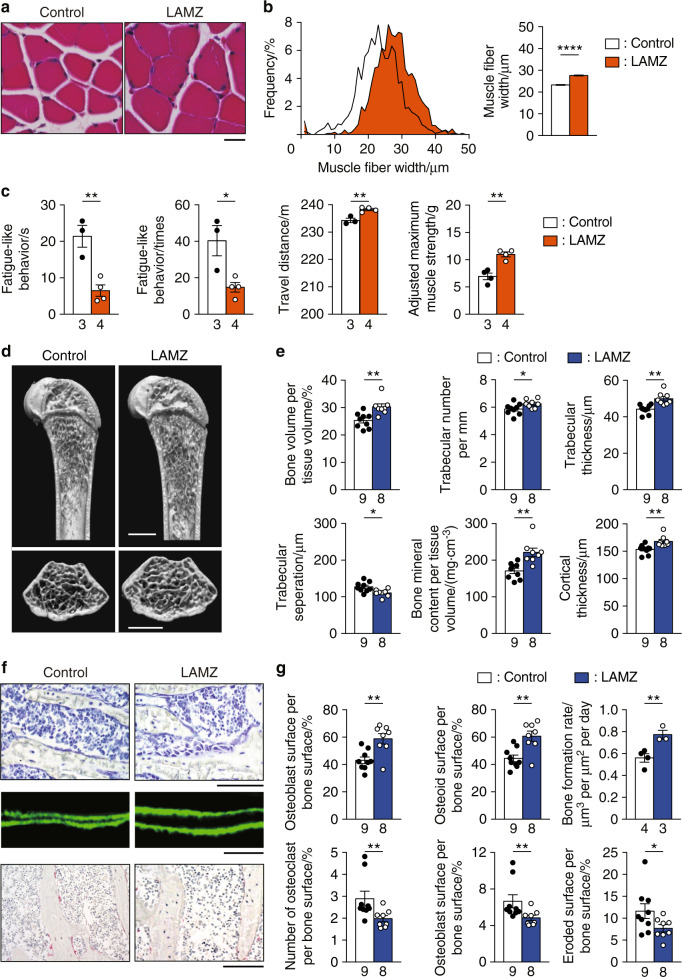
Oral administration of LAMZ augments both muscle and bone. **a** Representative histological images of the soleus muscle of mice orally treated with LAMZ or a control emulsion. Cross sections were stained with hematoxylin and eosin. Scale bar, 20 μm. **b** Distribution and mean value of the fiber width of the soleus muscle. Four sections per mouse and four mice in each group were analyzed. In total, the numbers of fibers measured were 1 456 and 1 262, respectively. **c** Locomotor functions of mice orally administered LAMZ. **d** Representative microcomputed tomography (CT) images of the femurs of the mice orally treated with LAMZ or the control emulsion. Upper, sagittal section; lower, transverse section of the metaphyseal area. Scale bar, 1 mm. **e** Bone parameters obtained by micro-CT analyses. **f** Bone morphometric analysis of the proximal tibia of the mice orally treated with LAMZ or control emulsion. Upper, toluidine blue staining (scale bar, 100 μm); middle, calcein labeling (scale bar, 20 μm); lower, tartrate–resistant acid phosphatase (TRAP) staining (scale bar, 100 μm). **g** Parameters of osteoblastic bone formation and osteoclastic bone resorption. Statistical analyses were carried out using Student’s *t* test. The number of biological replicates is described below each bar. The error bars show the mean ± s.e.m. *P < 0.05; **P < 0.01; ****P < 0.000 1

The LAMZ analog linifanib (Fig. S4a) was examined for its effects on muscle and bone. This drug enhanced myogenesis and osteoblastogenesis while suppressing osteoclastogenesis in vitro, similar to LAMZ (Fig. S4b–d). Oral administration of linifanib resulted in a significant increase in muscle fiber width (Fig. S4e, f). There was also an increase in bone mass and mineral density (Fig. S4g, h), indicating that aminoindazole derivatives share anabolic effects on muscle and bone.

### PGC-1α mediates the anabolic effects of LAMZ on muscle and bone

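RNA sequencing was done on mouse osteoblast progenitors cultured in osteogenic medium with DMSO (control) or LAMZ (1 μmol·L−1), and the cells were harvested on day 7 and day 14. Each of the 4 groups had 2 libraries, which makes 8 libraries in all. The methods name the cells as cultured calvarial cells, whereas the sample labels name MC3T3-E1 cells, an osteoblastic cell line. The libraries were sequenced on an Ion Proton and the reads were assigned to genes with CLC Genomics Workbench. For each library, the authors deposited the RPKM (reads scaled to the length of the gene and to the mapped reads of the library) of each gene symbol, of which 51822 were used. Each value is scaled within its own library, and no scaling between libraries is stated. The number of mapped reads behind each library was recovered as the number at which the low values of single-exon genes come out as whole reads, which 95.8% to 96.8% of the checked values did. By this estimate, the libraries held from 3463538 to 5832101 mapped reads, of which 69.7% to 77.1% lay on genes. A value of 3 reads was taken as the floor of a library, and such floors cover counting error only. Replicates of the same group correlated at a Pearson's r of 0.961 to 0.980 across genes, which are not independent replicates. Their recovered reads differed by more than the sampling noise, with a chi-square of 3.55 to 5.60 per gene. The 12514 genes with an RPKM of at least 1 in at least 2 libraries were tested on log2(RPKM + 1) by limma, with all 8 libraries in a single fit and Benjamini-Hochberg adjustment over these genes. An exact two-sided permutation test of 2 libraries against 2 cannot give a p below 0.333, so the precision of each comparison rests on the spread that limma shares across genes. The replicates are numbered 1 and 2 in every group. The deviations of same-numbered control and LAMZ libraries from their group means had a correlation across genes of −0.0166 at day 7 and 0.0158 at day 14, and results with the replicate number as a block are given beside those without it.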

To investigate the functional mode by which LAMZ augments muscle and bone, we conducted RNA sequencing and Gene Ontology analyses. These analyses identified the genes highly expressed in the LAMZ-treated cells and the pathway enriched in these cells (Fig. 3a and Fig. S5). 

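At day 7, 1607 of the 12514 tested genes differed between LAMZ-treated and control cells at an adjusted p under 0.05 from limma, 544 of them higher and 1063 lower with LAMZ. At day 14, 2878 genes differed, 871 higher and 2007 lower. Both days shared 1066 of these genes, and 1044 of the shared genes changed in the same direction, 280 higher and 764 lower. Averaged over both days, 3686 genes differed. With the replicate number as a block across all groups, 1376 genes differed at day 7 and 2700 at day 14, and with same-numbered control and LAMZ libraries as pairs within each day, 984 and 2171. The largest counts came from rescaling every library to the same sum of values, which gave 3592 genes at day 7 and 5796 at day 14, 8.69% and 8.16% of them higher with LAMZ. With the libraries centred on the median of the tested genes instead, 53.5% and 56.3% of the genes called were higher, so the balance of higher and lower genes depends on the scaling between libraries. The largest rises at day 7 among the genes past the threshold were those of Dmp1, Spp1 and Acan, with positions given on GRCm38. Dmp1 (ENSMUSG00000029307) lies on chromosome 5 from 104202613 to 104214102. Its RPKM was 6.91 ± 1.90 (SD, n = 2) in control cells and 85.8 ± 0.476 in LAMZ-treated cells at day 7, a log2 fold change of 3.48 (standard error 0.18, adjusted p = 5.5e-05 from limma). At day 14, its RPKM was 19.5 ± 0.690 in control cells and 154.7 ± 21.9 in LAMZ-treated cells, a log2 fold change of 2.92 (adjusted p = 4.0e-05 from limma). Spp1 (chromosome 5, 104435118 to 104441050) rose from 143.9 ± 84.7 to 1247.1 ± 188.0 RPKM at day 7, a log2 fold change of 3.23 (standard error 0.36, adjusted p = 0.00139 from limma), and by a log2 fold change of 2.99 at day 14 (adjusted p = 0.00108 from limma). Acan (chromosome 7, 79053483 to 79115099) rose from 5.62 ± 1.78 to 51.3 ± 0.345 RPKM at day 7, a log2 fold change of 3.01 (standard error 0.21, adjusted p = 1.6e-04 from limma), and by 2.83 at day 14 (adjusted p = 9.5e-05 from limma). At day 14 the largest rises were those of Cdsn, Avil and Acta1, none of which passed the threshold at day 7. Cdsn (chromosome 17, 35552128 to 35557180) had an RPKM of 1.51 ± 0.0771 in control cells and 58.8 ± 19.3 in LAMZ-treated cells at day 14, a log2 fold change of 4.53 (standard error 0.25, adjusted p = 2.9e-05 from limma). Avil (chromosome 10, 127000709 to 127020994), which overlaps Tsfm on the other strand, rose by a log2 fold change of 3.54 (adjusted p = 2.4e-05 from limma). Acta1 (chromosome 8, 123891769 to 123894751), whose reads could be shared with other actin genes, rose by a log2 fold change of 3.26 (adjusted p = 0.00164 from limma). The largest falls on both days were those of Lyz2, C1qb and C1qa. Lyz2 (chromosome 10, 117277331 to 117282321), whose reads could be shared with its paralog Lyz1, had an RPKM of 360.4 ± 68.3 in control cells and 7.23 ± 1.36 in LAMZ-treated cells at day 7, and 741.9 ± 67.0 and 5.64 ± 0.496 at day 14. Its log2 fold changes were −5.45 and −6.80 (standard error 0.17, adjusted p = 4.3e-06 and 7.6e-07 from limma). C1qb and C1qa, on chromosome 4, had 0 reads in every LAMZ library. Against the floor, C1qb was at least 58.2-fold lower with LAMZ at day 7 and at least 181.8-fold lower at day 14, and C1qa at least 53.5-fold and 122.6-fold lower. The change of all tested genes on both days was plotted with these genes marked.

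**Figure D1:**
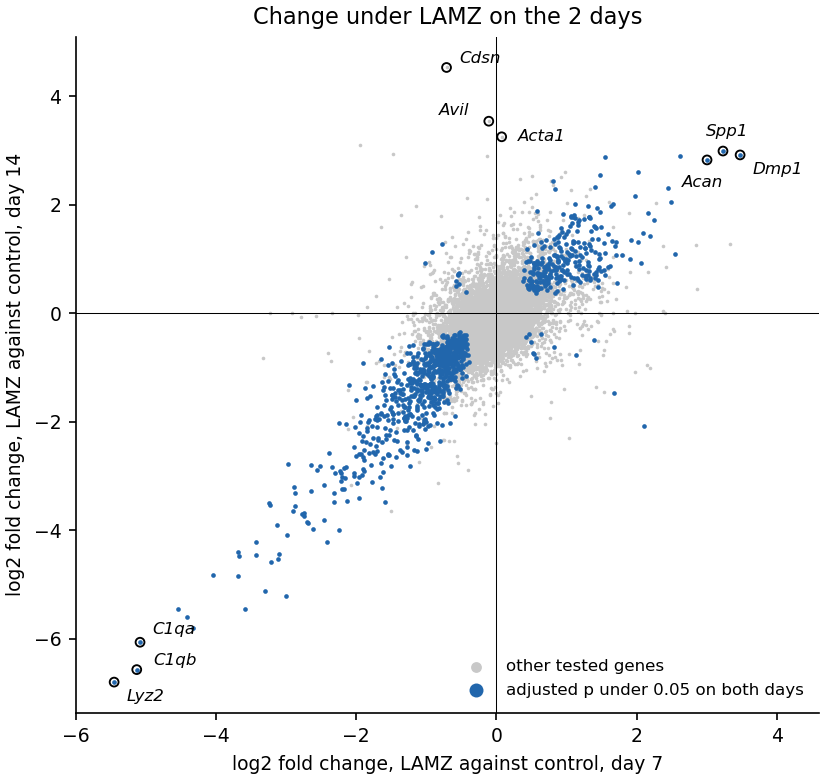
Log2 fold change between LAMZ-treated and control cells at day 7 (x axis) and day 14 (y axis), with 1 point for each of the 12514 tested genes. The 1066 genes in blue had an adjusted p under 0.05 from limma on both days, and circles mark the genes with the largest rises and falls, such as Dmp1 at 3.48 and 2.92 and Lyz2 at −5.45 and −6.80.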

Mitochondrial genes were enriched in the LAMZ-treated cells, with the largest number of genes involved (Fig. 3b). Indeed, LAMZ treatment increased the mitochondrial content in both myocytes and osteoblasts (Fig. 3c).

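Mitochondrial genes were followed as a set of 266 gene symbols from 10 families fixed in advance (genes of mitochondrial DNA, the mitochondrial ribosome, respiratory complexes I to IV, ATP synthase, protein import, the citric acid cycle and carriers), because the Gene Ontology annotation was not used here. Of these, 248 were tested. The change of a set is its mean log2 fold change minus that of all other tested genes, tested two-sided by limma's camera with the correlation between genes set to 0.01. The p values were adjusted by the Benjamini-Hochberg method over the 3 gene sets on 2 days. At day 7, the mean log2 fold change of the mitochondrial genes was 0.0063 and that of the other genes −0.097, a shift of 0.10 that did not pass the threshold of 0.05 (adjusted p = 0.0564 from limma's camera). Individually, 5 mitochondrial genes were higher and 6 lower at an adjusted p under 0.05 from limma. At day 14, the shift was 0.21 (adjusted p = 2.7e-04 from limma's camera), and 18 mitochondrial genes were higher and 4 lower. The set score of a library, its mean log2(RPKM + 1) over the mitochondrial genes minus that over the other genes, was 1.07 ± 0.075 (SD, n = 2) in control and 1.17 ± 0.018 in LAMZ-treated cells at day 7. At day 14 it was 1.01 ± 0.038 in control and 1.22 ± 0.037 in LAMZ-treated cells. Both LAMZ libraries lay above both control libraries on each day. An exact permutation test that relabelled the libraries within each day gave p = 0.0556 for the change over both days, the smallest p that its 36 relabelings allow. With the replicate number as a block across all groups, the adjusted p of this shift was 0.0652 at day 7 and 3.3e-04 at day 14, and with same-numbered libraries as pairs within each day 0.0649 and 4.1e-04. After rescaling every library to the same sum, the shifts were 0.061 (adjusted p = 0.749 from limma's camera) and 0.17 (adjusted p = 0.0759 from limma's camera), and the median log2 fold change of the mitochondrial genes was −0.26 and −0.27, so under this scaling they rose only relative to the other genes. Over 17 alternatives, the adjusted p ranged from 0.0226 to 0.749 at day 7 and was under 0.05 in 2, and from 2.1e-05 to 0.392 at day 14 and was under 0.05 in 15. Cytosolic ribosomal protein genes, a set of 87 symbols with 80 tested, moved further than the mitochondrial genes. Their reads could be shared with processed pseudogenes. Their shift was 0.56 at day 7 (adjusted p = 4.5e-24 from limma's camera) and 0.84 at day 14 (adjusted p = 1.3e-32 from limma's camera), and all 80 genes had a log2 fold change above 0 on both days. After rescaling to the same sum, 69 and 75 of the 80 were above 0, and after quantile normalization 70 and 79. Individually, 19 were higher at day 7 and 52 at day 14 at an adjusted p under 0.05 from limma. With the replicate block across all groups, the adjusted p was 3.4e-24 and 7.0e-33. Of the 86 tested extracellular matrix genes, 20 were individually higher and 21 lower at day 7 at an adjusted p under 0.05 from limma. At day 14, 26 were higher and 32 lower. As a set they had a shift of 0.20 at day 7 (adjusted p = 0.0412 from limma's camera). The shift was 0.17 at day 14 (adjusted p = 0.136 from limma's camera), which became −0.046 after quantile normalization. With the replicate block, the adjusted p from limma's camera was 0.0363 and 0.132. These p values rest on the small correlation between genes set in camera. With the correlation estimated from the data, no set passed on either day, with an adjusted p of 0.172 for the ribosomal protein genes on both days and of 0.580 and 0.392 for the mitochondrial genes. The set scores of the 8 libraries were plotted for the 3 sets. From the terms enriched in both of its clusters (Fig. 3b), among which Mitochondrion holds the largest number of genes, the paper states that mitochondrial genes were enriched in the LAMZ-treated cells.

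**Figure D2:**
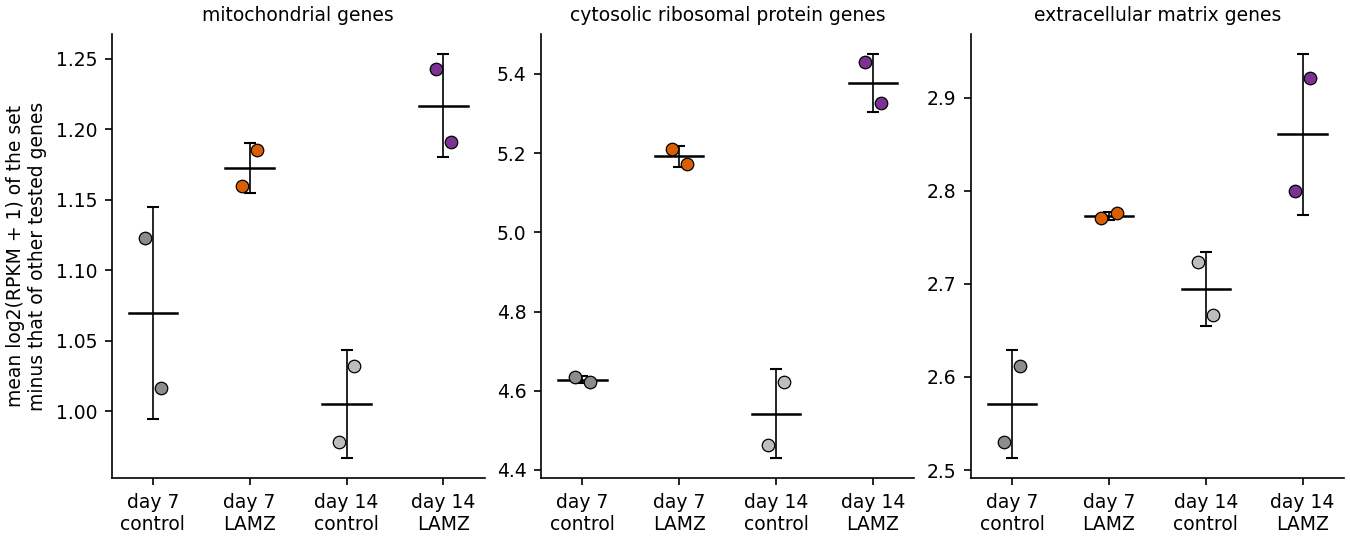
Set scores, the mean log2(RPKM + 1) of a gene set minus that of all other tested genes, in the 8 libraries. Each point is a library, horizontal bars are means and error bars are SD (n = 2); the y axes do not start at 0. The mitochondrial score lay at 1.17 with LAMZ and 1.07 in the control at day 7, and at 1.22 and 1.01 at day 14.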

**Fig. 3:**
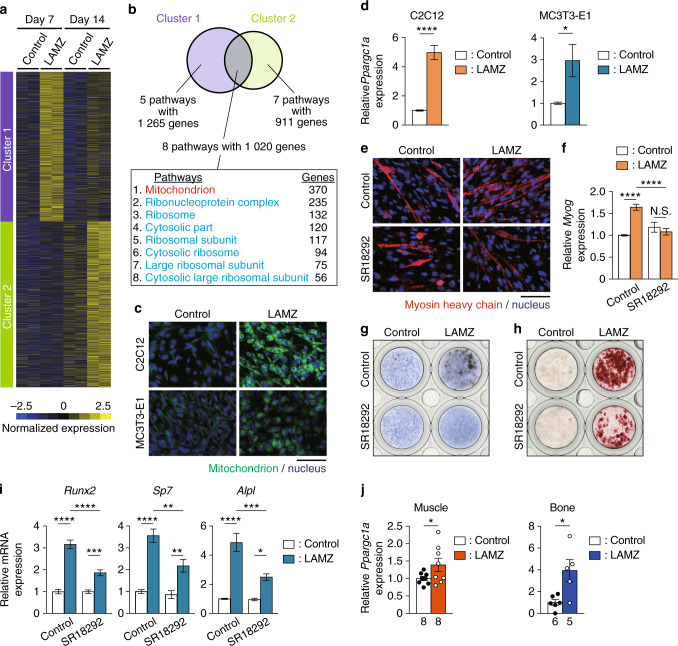
PGC-1α mediates the anabolic effects of LAMZ on muscle and bone. **a** Gene clustering analysis based on comprehensive gene expression profiles of LAMZ-treated cells. The genes upregulated by LAMZ were clustered. **b** Venn diagram indicating the pathways commonly enriched in the clusters. The numbers of pathways and genes are described. **c** Mitochondrial content in the cells treated with LAMZ. Mitochondria (green); nuclei (blue). **d** mRNA expression of *Ppargc1a* (PGC-1α) in the LAMZ-treated cells. **e** Representative immunocytofluorescence images of the C2C12 cells treated with the PGC-1α inhibitor SR18292 together with LAMZ. Myosin heavy chain (red); nuclei (blue). **f** mRNA expression of *Myog*. **g** Representative ALP staining images of the MC3T3-E1 cells treated with SR18292 together with LAMZ. **h** Representative Alizarin Red S staining images of MC3T3-E1 cells. **i** mRNA expression of osteoblastic genes. **j** In vivo expression of *Ppargc1a* in the tissues of the mice orally administered LAMZ. In vitro experiments were repeated three times with replicates of 2 or 3 wells. Scale bar, 100 μm. For the comparison of 2 groups, statistical analyses were carried out using Welch’s *t* test. For multiple comparisons, two–way ANOVA and Tukey’s multiple-comparison test were applied. The number of biological replicates is described below each bar. The error bars show the mean ± s.e.m. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1; N.S. not significant

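The 12514 tested genes were clustered by k-means on log2(RPKM + 1) standardized per gene, with 4 clusters and 50 random starts, since the number of clusters is not named in the paper's text. The Fig. 3a caption describes clusters of genes raised by LAMZ, whereas all tested genes were entered here. The cluster with its highest centre in day 7 LAMZ held 2237 genes. Its centre, in SD units of each gene, was 0.71 in day 7 LAMZ, 0.44 in day 14 LAMZ, −0.46 in day 7 control and −0.70 in day 14 control. The cluster with its highest centre in day 14 LAMZ held 2228 genes, with a centre of 0.72 in day 14 LAMZ, 0.28 in day 14 control, −0.36 in day 7 control and −0.64 in day 7 LAMZ. Day 7 LAMZ thus lay below day 7 control in this cluster, so membership in it does not by itself show a rise with LAMZ. Of the 248 tested mitochondrial genes, 64 fell in the day 7 LAMZ cluster against 44.3 expected (odds ratio 1.62, two-sided Fisher's exact test, p = 0.00185, or 0.00317 after Benjamini-Hochberg adjustment over 12 comparisons). In the day 14 LAMZ cluster there were 57 (odds ratio 1.39, Fisher's exact test, p = 0.0358, adjusted 0.0430). These tests treat genes as independent, which they are not. Another 96 mitochondrial genes fell in the cluster of 3887 genes that was highest in day 7 control (odds ratio 1.41, Fisher's exact test, p = 0.0102), and 31 in the cluster of 4162 genes that was highest in day 14 control (odds ratio 0.281, Fisher's exact test, p = 6.2e-14). Of the 80 tested cytosolic ribosomal protein genes, 78 fell in the day 7 LAMZ cluster (odds ratio 184.9, Fisher's exact test, p = 3.4e-56) and 2 in the day 14 LAMZ cluster (odds ratio 0.118, Fisher's exact test, p = 4.7e-05). Of the 86 extracellular matrix genes, 28 fell in the day 7 LAMZ cluster (odds ratio 2.23, Fisher's exact test, p = 9.6e-04) and 16 in the day 14 LAMZ cluster (odds ratio 1.06, Fisher's exact test, p = 0.887). The membership depended on how the values were scaled. After rescaling every library to the same sum, the odds ratio of the mitochondrial genes was 0.975 in the day 7 LAMZ cluster and 0.643 in the day 14 LAMZ cluster. With a pseudocount of 0.1, the ribosomal protein genes moved from the day 7 LAMZ cluster (odds ratio 0.0141) to the day 14 LAMZ cluster (odds ratio 695.9). Cluster centres and shares were plotted for the 4 clusters.

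**Figure D3:**
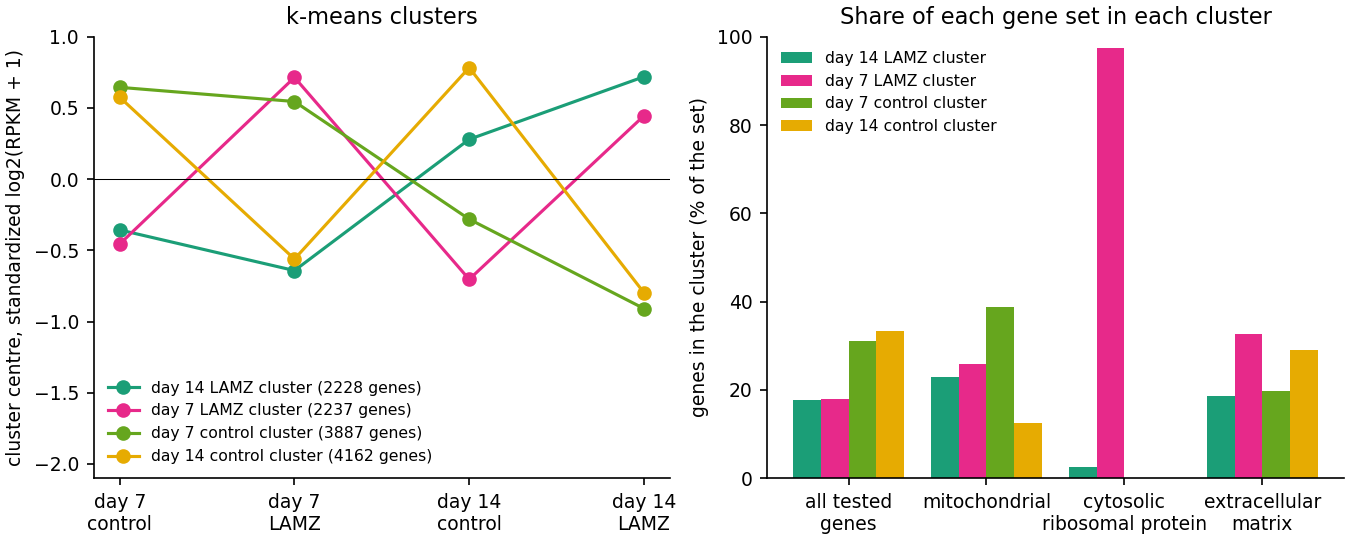
Left, the centre of each k-means cluster in the 4 groups (y axis, standardized log2(RPKM + 1)), with clusters named after the group in which their centre is highest. Right, the percentage of all tested genes and of each gene set in each cluster, where 78 of 80 ribosomal protein genes and 64 of 248 mitochondrial genes lie in the day 7 LAMZ cluster.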

The transcriptional coactivator PGC-1α is known to enhance mitochondrial biogenesis. This coactivator is also known for its maintenance of muscle and bone, acting cooperatively with transcription factors.^19–21^ The mRNA of PGC-1α (*Ppargc1a*) was highly expressed in the myocytes and osteoblasts treated with LAMZ (Fig. 3d). The PGC-1α inhibitor SR18292 abrogated the acceleration of myotube formation and the expression of *Myog* induced by LAMZ (Fig. 3e, f). In osteoblastic cells, PGC-1α inhibition blunted the acceleration of osteoblastogenesis, mineralization and the expression of osteoblastic genes by LAMZ (Fig. 3g–i). These results indicate that LAMZ exerts effects on myotube and osteoblast differentiation via PGC-1α. Oral administration of LAMZ increased the expression of *Ppargc1a* in muscle and bone in vivo (Fig. 3j). We found that the myogenesis of human myoblasts stimulated with LAMZ was enhanced along with the upregulated expression of *PPARGC1A* (Fig. S6a, b). Osteoblastic differentiation and mineralization of human mesenchymal stem cells (MSCs) were promoted by LAMZ with increased expression of *PPARGC1A* (Fig. S6c, d).

To determine whether LAMZ functions via PGC-1α, we injected SR18292 into mice at the same time as oral administration of LAMZ (Fig. S7a). Inhibition of PGC-1α by SR18292 diminished the increase in muscle fiber width (Fig. S7b, c), abolishing the enhancement of muscular strength (Fig. S7d). PGC-1α inhibition was also found to blunt the effects of LAMZ on the bone (Fig. S7e, f). Together, these results indicate that the effects of LAMZ on muscle and bone are mediated by PGC-1α.

### LAMZ induces PGC-1α through calcium signaling

Exercise induces Ca^2+^ influx into the cytosol, eliciting the calcium signaling pathway, which results in PGC-1α expression.^22^ LAMZ was shown to increase intracellular Ca^2+^ in both myocytes and osteoblasts (Fig. 4a, b), with a decrease in the inhibitory phosphorylation of PLCγ1,^23^ a transducer of calcium signaling (Fig. 4c). We thus asked if LAMZ increases PGC-1α by facilitating this pathway. Blockade of calcium signaling by the addition of the calcineurin inhibitor FK506 attenuated the enhancement of myogenesis by LAMZ (Fig. 4d, e). The treatment also reversed the upregulation of *Ppargc1a* expression induced by LAMZ (Fig. 4e). Administration of KN93, an inhibitor of a component molecule of calcium signaling, CaMKII, blunted the acceleration of osteoblastogenesis and mineralization induced by LAMZ (Fig. 4f–h). The increase in osteoblastic genes and the calcium-responsive gene *Fos* by LAMZ was diminished by KN93 (Fig. 4h). Furthermore, *Ppargc1a* induced by LAMZ was attenuated (Fig. 4h). Thus, LAMZ targets the calcium signaling pathway to stimulate myogenesis and osteogenesis.

**Fig. 4:**
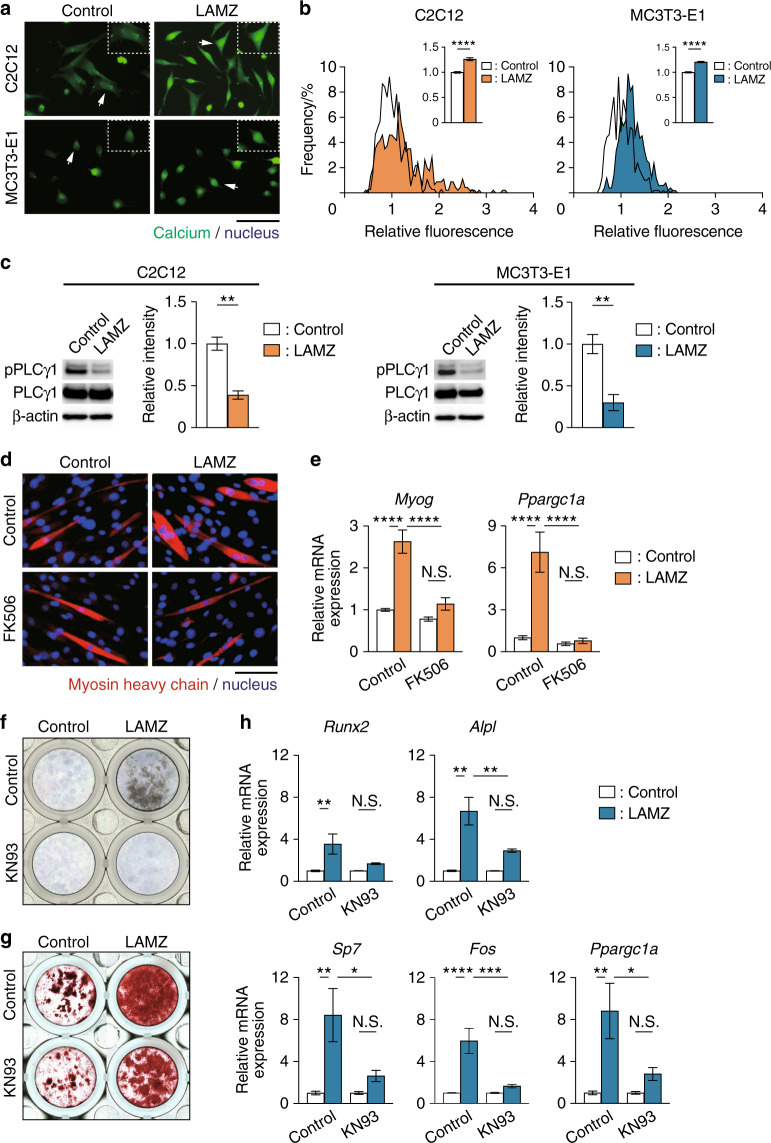
LAMZ induces calcium signaling to enhance myogenesis and osteoblastogenesis. **a** Representative images of intracellular calcium in C2C12 cells and MC3T3-E1 cells treated with LAMZ. Calcium (green); nuclei (blue). Scale bar, 50 μm. **b** Distribution and mean value (inset) of the fluorescence intensity that indicates the intracellular calcium. In total, the numbers of cells measured were 369 (control C2C12 cells), 457 (LAMZ-treated C2C12 cells), 499 (control MC3T3-E1 cells) and 507 (LAMZ-treated MC3T3-E1 cells). **c** Western blotting analysis and subsequent densitometric quantitation of the inhibitory phosphorylation of PLCγ1 in C2C12 cells and MC3T3-E1 cells. **d** Representative immunocytofluorescence images of C2C12 cells treated with the calcineurin inhibitor FK506 together with LAMZ. Myosin heavy chain (red); nuclei (blue). Scale bar, 100 μm. **e** mRNA expression of *Myog* and *Ppargc1a*. **f** Representative ALP staining images of the MC3T3-E1 cells treated with LAMZ and KN93, an inhibitor of calcium signaling. **g** Representative Alizarin Red S staining images of MC3T3-E1 cells. **h** mRNA expression of the osteoblastic genes, *Fos* and *Ppargc1a*. Experiments were repeated three times with replicates of 2 or 3 wells. Scale bar, 100 μm. For the comparison of two groups, statistical analyses were carried out using Student’s *t* test or Welch’s *t* test. For multiple comparisons, two–way ANOVA and Tukey’s multiple-comparison test were applied. The error bars show the mean ± s.e.m. *P < 0.05; **P < 0.01; ****P < 0.000 1; N.S. not significant

The transcription factor Mef2c functions as a molecular hub in calcium signaling, leading to the expression of various genes, including *Ppargc1a* and *Mef2c* itself.^24–26^ Mef2c was shown to be induced both in myocytes and osteoblasts stimulated with LAMZ but not when calcium signaling was inhibited (Fig. 5a). *Mef2c* was knocked down using shRNA to examine whether this transcription factor mediates the effects of LAMZ (Fig. 5b). The myocytes that underwent *Mef2c* knockdown were unresponsive to LAMZ: the expression of the myosin heavy chain, *Myog* and *Ppargc1a* was not upregulated by LAMZ in these cells (Fig. 5c, d). In osteoblasts with knockdown of *Mef2c*, there was no significant acceleration in osteoblastic differentiation and mineralization by LAMZ (Fig. 5e, f). The expression of osteoblastic genes and *Ppargc1a* was not significantly increased by LAMZ when *Mef2c* was knocked down (Fig. 5g). Interestingly, *Mef2c* upregulation by LAMZ was abolished by SR18292 both in myocytes and osteoblasts (Fig. 5h), suggesting reciprocal regulation between Mef2c and PGC-1α. Taken together, these results indicate that LAMZ facilitates the calcium signaling pathway to induce Mef2c and PGC-1α, thus enhancing myogenesis and osteogenesis.

**Fig. 5:**
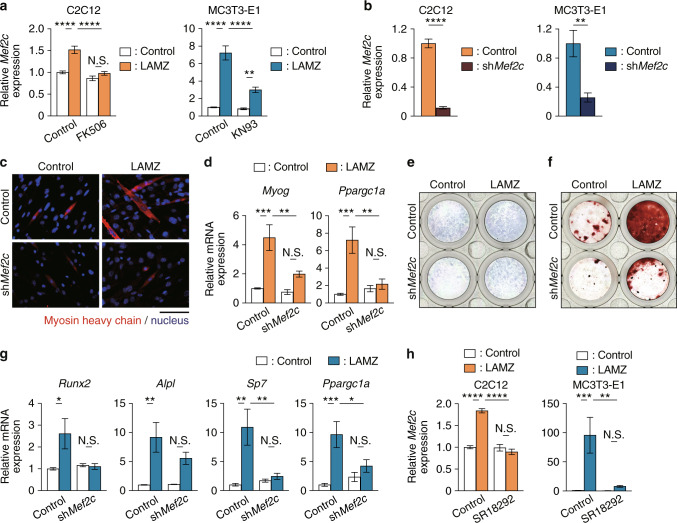
LAMZ induces Mef2c to enhance myogenesis and osteoblastogenesis. **a** mRNA expression of *Mef2c* in the C2C12 cells and MC3T3-E1 cells treated with calcium signal inhibitors together with LAMZ. **b** mRNA expression of *Mef2c* in the C2C12 cells and MC3T3-E1 cells infected with lentiviruses encoding sh*Mef2c*. **c** Representative immunocytofluorescence images of the C2C12 cells infected with lentiviruses encoding sh*Mef2c* and treated with LAMZ. Myosin heavy chain (red); nuclei (blue). Scale bar, 100 μm. **d** mRNA expression of *Myog* and *Ppargc1a*. **e** Representative ALP staining images of the MC3T3-E1 cells infected with lentiviruses encoding sh*Mef2c* and treated with LAMZ. **f** Representative images of Alizarin Red S staining of MC3T3-E1 cells. **g** mRNA expression of osteoblastic genes and *Ppargc1a*. **h** mRNA expression of *Mef2c* in the C2C12 cells and MC3T3-E1 cells treated with the PGC-1α inhibitor SR18292. Experiments were repeated 3 times with replicates of two wells. For the comparison of two groups, statistical analyses were carried out using Welch’s t test. For multiple comparisons, two–way ANOVA and Tukey’s multiple-comparison test were applied. The error bars show the mean ± s.e.m. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1; N.S. not significant

### LAMZ ameliorates the frailty of muscle and bone

To determine whether LAMZ has efficacy as a novel therapeutic drug for impaired locomotion, we orally administered the drug to tail suspension model mice, a disuse model associated with unloading (Fig. S8a), in which both the muscle and bone of the hindlimb become frail.^27^ Oral administration of LAMZ significantly upregulated *Ppargc1a* expression in muscle and bone (Fig. S8b). In mice treated with this drug during tail suspension, there was an increase in the width of the muscle fibers (Fig. 6a, b). Micro-CT analysis revealed that LAMZ treatment increased bone mass (Fig. 6c, d). A significant increase in osteoblasts and the osteoid surface was observed in these mice (Fig. 6e, f). There was no significant difference in the bone formation rate, owing to the increase in bone formation by tail suspension itself (Fig. 2f, g and Fig. 6e, f). Osteoclastic bone resorption was decreased by LAMZ treatment in these mice (Fig. 6e, f). The reduction of the muscle and bone induced by the disuse model was mitigated by LAMZ treatment (Fig. S8c–e).

**Fig. 6:**
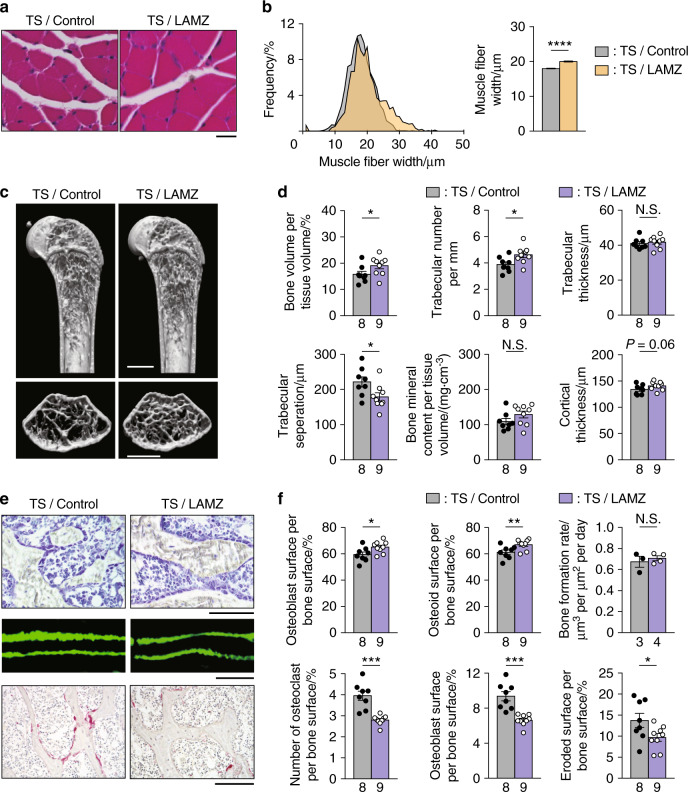
Oral administration of LAMZ ameliorates the frailty of muscle and bone. **a** Representative histological images of the soleus muscle of tail suspension (TS) model mice orally treated with LAMZ or a control emulsion. Cross sections of the muscle were stained with hematoxylin and eosin. Scale bar, 20 μm. **b** The distribution and mean value of the fiber width of the soleus muscle. Four sections per mouse and four mice in each group were analyzed. In total, the numbers of fibers measured were 1963 and 1530. **c** Representative microcomputed tomography (CT) images of the femur of the disuse model mice orally treated with LAMZ or the control emulsion. Upper, sagittal section; and lower, transverse section of the metaphyseal area. Scale bar, 1 mm. **d** Bone parameters obtained by micro-CT analyses. **e** Bone morphometric analysis of the proximal tibia of the mice orally treated with LAMZ or a control emulsion. Upper, toluidine blue staining (scale bar, 100 μm); middle, calcein labeling (scale bar, 20 μm); and lower, tartrate–resistant acid phosphatase (TRAP) staining (scale bar, 100 μm). **f** Parameters of osteoblastic bone formation and osteoclastic bone resorption. Statistical analyses were carried out using Student’s *t* test or Welch’s *t* test. The number of biological replicates is described below each bar. The error bars show the mean ± s.e.m. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1; N.S. not significant

Although LAMZ was demonstrated to have therapeutic effects on both muscle and bone, it may not be useful in patients who are unable to take medicine orally due to medical conditions such as a lack of consciousness. To make LAMZ available to such patients, we also conducted a subcutaneous injection study of LAMZ (Fig. S9a). Given that the AUC was approximately half of that of oral administration, the injection was performed twice daily (Fig. S9b). The injection resulted in the enlargement of muscle fibers (Fig. S9c, d), as well as improvement of bone mass and mineral density (Fig. S9e, f). Thus, LAMZ functions as a therapeutic drug for impaired locomotion by reinvigorating muscle and bone via PGC-1α, mimicking physical exercise (Fig. 7). The availability of multiple routes of administration should prove useful in patients with certain limitations.

**Fig. 7:**
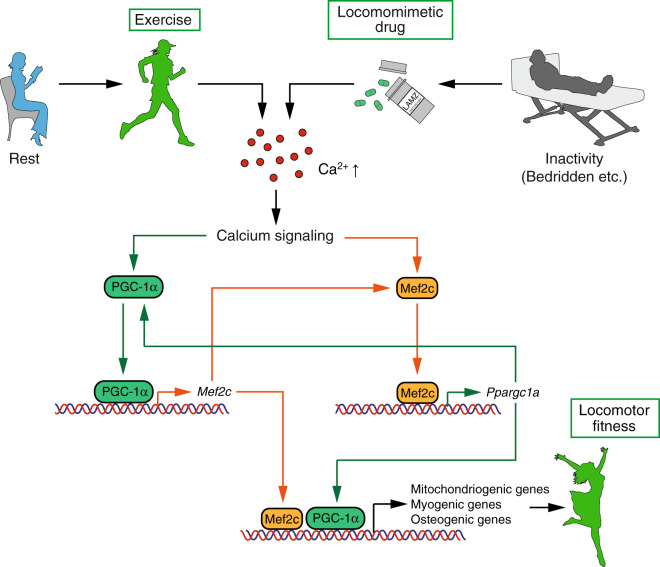
LAMZ augments muscle and bone by mimicking calcium signaling to induce PGC-1α. Schematic of LAMZ function in the augmentation of muscle and bone. Exercise increases the calcium concentration in muscle and bone cells, inducing calcium signaling. Under this signaling, PGC-1α and Mef2c are activated and reciprocally drive their expression. Mitochondriogenic, myogenic and osteogenic genes are induced as well, together augmenting the muscle and bone. Thus, LAMZ facilitates the calcium signaling pathway and restores locomotor fitness

## Discussion

Physical exercise is known to be beneficial for improving the function of locomotor tissues, as well as the metabolic, circulatory and neuronal systems. Nevertheless, exercise therapy for reinvigorating muscle and bone cannot be applied in all clinical cases, and drug therapy is an attractive alternative. However, there is no single drug that is effective for both sarcopenia and osteoporosis when administered alone. This issue is partly because the drugs for musculoskeletal diseases have been developed based on the discovery of functional molecules in myotubes, osteoblasts or osteoclasts. Screening systems based on phenotypic output, instead of functional molecules, is a direct solution to allow the discovery of drugs that have the requisite functions in multiple cell types, thus saving on both cost and clinical development time, notorious bottlenecks in drug development.^28^ Based on this idea, we have developed phenotype–based screening systems for these three lineages of cells (Fig. 1a, d, h) and identified a locomomimetic drug LAMZ, which was not previously reported to have functional effects on muscle and/or bone.

Calcium signaling is a major response to mechanical stimulation, including physical exercise.^29^ Upon stimulation, there is an influx of Ca^2+^ into the cytosol of muscle and bone cells, which further activates downstream molecules. Calcineurin is a calmodulin-dependent serine/threonine protein phosphatase that dephosphorylates various proteins in many biological processes.^30^ CaMKII is another calmodulin-dependent serine/threonine protein phosphatase, the substrates of which also encompass a wide range of proteins.^31^ Both of these phosphatases activate Mef2c, and it in turn promotes the expression of Ca^2+^-regulated genes, including *Ppargc1a* and *Mef2c* itself.^24,32,33^ LAMZ was shown to replicate the calcium signaling pathway by stimulating gene expression through calcineurin and CaMKII.

Mef2c is a transcription factor, the activity of which is provoked upon calcium signaling. Its expression is known to be broad, thus regulating various biological processes, including the nervous, immune and musculoskeletal systems.^34^ In the process of skeletal muscle development, Mef2c cooperates with other transcription factors to prompt myogenesis and regeneration.^35,36^ It has also been shown that this transcription factor is involved in mineralization of the bone.^37–40^ Furthermore, Mef2 family molecules have been reported to increase mitochondrial content in several types of cells, indicating that LAMZ increases mitochondrial content in the muscle and bone via Mef2c.^33,41,42^ One of the major targets of Mef2c is PGC-1α, which plays critical roles in many biological processes, including lipid, glucose, muscle and bone metabolism.^25,43,44^ In skeletal muscle, it was reported that physical exercise induces PGC-1α, increasing muscle volume and exercise tolerance, with an increase in mitochondria.^19,45^ In bone, PGC-1α skews the fate of skeletal stem cells toward osteoblasts and enhances mineralization, again with an increase in mitochondrial content.^20^ These effects induced by Mef2c and PGC-1α in the muscle and bone were replicated by LAMZ treatment. Thus, LAMZ mimics calcium signaling, which can be driven by physical exercise, to stimulate Mef2c and PGC-1α expression, resulting in the augmentation of muscle and bone (Fig. 7).

Our results indicate that LAMZ is transferred to the blood after both oral and subcutaneous administration (Fig. S2b and 9b), suggesting that it can distribute to other organs, including the liver, fat and brain, enhancing PGC-1α expression and improving the functions of these organs. Recently, it was reported that PGC-1α has a protective effect on aging by maintaining mitochondrial homeostasis,^46^ suggesting a possible application of LAMZ to sedentary diseases and metabolic disorders.

In conclusion, we have established a novel, three–part drug screening system and discovered a locomomimetic drug, LAMZ. LAMZ enhances myogenesis and osteoblastogenesis via stimulation of calcium-PGC-1α signaling. It can be administered by multiple routes and improves both muscle and bone mass, resulting in increased capacity for locomotion. Therefore, LAMZ has potential as a therapeutic drug for patients with impaired locomotion, such as those with sarcopenia and osteoporosis.

## Materials and methods

### Experimental animals

Six-week-old C57BL/6 J male mice were purchased from Clea Japan and underwent acclimatization for a week before experiments. The CAG–CAT–*lacZ*^Tg/Tg^ mouse was kindly provided by J. Miyazaki.^17^ The *Ctsk*^*Cre*/Wt^ mouse was generated as previously described.^18^ These mice were maintained at Tokyo Medical and Dental University under specific pathogen-free conditions. During the course of the experiment, the body weight of the mice was measured every day. The number of mice used in each experiment is described in the corresponding figure. All animal experiments were approved by the Institutional Animal Care and Use Committee and Genetically Modified Organisms Safety Committee of Tokyo Medical and Dental University (approval No. A2021-028C2 and G2018-028C15, respectively) and conducted in accordance with the guidelines concerning the management and handling of experimental animals.

### Drug administration

Mice were orally administered 10 mg·kg^−1^ per day of LAMZ, linifanib or a control emulsion once a day for 14 days. Oral administration was performed using a feeding needle (Natsume Seisakusho).^47^ The LAMZ and linifanib emulsions were prepared to be 1 mg·mL^−1^ in the following solution: 2.5% ethanol, 2.5% dimethyl sulfoxide (DMSO), 5% Tween 80 and 25% PEG 400 in phosphate–buffered saline (PBS).^48^ For subcutaneous injection, LAMZ was dissolved into propylene glycol at a concentration of 1.2 mg·mL^−1^. Five mL·kg^−1^ of the solution was injected into the backs of the mice twice daily for 14 days. The SR18292 solution for the intraperitoneal injection was prepared to be 6 mg·mL^−1^ in the following solution: 10% DMSO and 10% Tween 80 in PBS.^49^ A total of 7.5 mL·kg^−1^ of the solution was injected per day for 14 days.

### Mouse models

To mimic disuse–induced frailty, we performed a tail-suspension procedure on the mice with a suspension device (Takatsuka Life Science). The tail of the subject mouse was hung from the beam of the device using a chain and an adhesive bandage so the hindlimb of the subject did not reach the floor. Endurance capacity was tested using a treadmill device (Muromachi Kikai). Mice underwent forced running on the device with the following parameters: inclination, 7°; speed, 16 m·min.^−1^; duration, 15 min; electric shock intensity, 2 mA. The contact time and frequency on the posterior edge of the belt were automatically recorded. Fatigue-like behavior (times) was defined as the number of contacts in the last 10 min. Fatigue-like behavior (sec) was calculated as the time of contact in the last 10 min. The distance traveled was acquired by multiplying the speed and running time without fatigue-like behavior in the last 10 min. Maximum muscle strength was measured using a grip strength meter (Muromachi Kikai). A subject mouse was placed on a wire mesh, and its tail was gently pulled. The resistance strength against being pulled away from the mesh was measured 10 times per mouse. The maximum and minimum values were excluded, and the mean value of the remaining values was calculated.

### Peripheral blood collection

Peripheral blood was collected from the submandibular vein or the heart. For the analysis of the LAMZ concentration in the plasma, blood was collected in a microtube containing EDTA, the final concentration of which was 2 mg·mL^−1^. Samples then underwent centrifugation (1 600 g, 10 min, 4 °C), and plasma was collected in microtubes. The plasma was snap-frozen using liquid nitrogen and stored at –80 °C. For the blood cell count, blood flowing from the mandible was collected using a hematocrit capillary treated with heparin (AS ONE) and immediately transferred into microtubes containing EDTA at a final concentration of 2 mg·mL^−1^. Blood cells were counted using a diagnostic device (Nihon Kohden). Blood glucose was measured after fasting for 14 hours using a diagnostic device (Nipro). For serum biochemistry, peripheral blood was collected from the heart. After collection, the blood sample was left in a microtube at room temperature for 30 min. Then, the sample underwent centrifugation (10 000 r·min^−1^1, 10 min., RT), and the serum was collected in another microtube and stored at –80 °C. The serum biochemistry profile was analyzed at Oriental Yeast Co., Ltd.

### Tissue harvest and preparation

For the evaluation of the bone formation rate, mice were injected with calcein (16 mg·kg^−1^) 4 days and 1 day prior to sacrifice. After the mice were sacrificed by anesthesia, the bone samples for the micro-CT analysis and histomorphometric analysis were fixed with 70% ethanol at 4 °C. The samples for histological analyses underwent fixation with 4% paraformaldehyde (PFA) at 4 °C overnight. The tissues for the gene expression analyses were minced in Sepasol^®^-RNA I Super G (Nacalai Tesque) and stored at –80 °C. The muscle and bone samples for measuring the drug concentration were snap-frozen using liquid nitrogen and stored at –80 °C.

### Quantification of the drug concentration

Plasma, muscle and bone were mixed with methanol and an internal control. These samples were processed with 0.1 mol·L^−1^ NaOH, a solid-phase extraction plate (Waters) and 5% methanol, eluted with acetonitrile–ethanol and dissolved in formic acid–acetonitrile. The concentration of LAMZ in each sample was measured by liquid chromatography/mass spectrometry (LC/MS/MS, Shimadzu and Applied Biosystems).

### Micro-CT analysis

The fixed femur was radiologically scanned using a ScanXmate-A100S Scanner (Comscan Techno). A three-dimensional image of the femur was reconstructed, and the structural indices were calculated using TRI/3D-BON software (RATOC Systems).

### Histomorphometric analysis of the bone

For the analysis of osteoblastic bone formation and osteoclastic bone resorption in vivo, undecalcified tibiae were embedded in glycol methacrylate (GMA). The blocks of GMA were sectioned (5 μm) and subjected to toluidine blue staining or tartrate-resistant acid phosphatase (TRAP) staining. The parameters for bone formation and resorption in the secondary trabecular bone were assessed under microscopy (Axio Imager 2, Zeiss) and WinROOF 2013 v.1.4.1 software (Mitani). The width of the articular cartilage was measured using measurement software (BZ–X analyzer, Keyence).

### Histological analysis of the tissues

The fixed muscles were dehydrated and embedded in paraffin. Six-micrometer-thick sections were cut. The sections were stored at 4 °C until staining. After deparaffinization and hydration of the sections, the sections underwent staining. For hematoxylin and eosin staining, the sections were stained with hematoxylin (Muto Pure Chemicals) for 3 min followed by 2 min of staining with eosin (Wako). For modified Gomori’s trichrome staining, the sections were stained with hematoxylin (Muto Pure Chemicals) for 3 min followed by 10 min of staining with modified Gomori’s trichrome staining solution (Chromotrope 2 R, 9.6 mg·mL^−1^; Fast green FCF, 4.8 mg·mL^−1^; phosphotungstic acid hydrate 9.6 mg·mL^−1^; and acetic acid, 16 μL [pH 3.4]). The histological images were captured, and muscle fiber width and tendon width (the minor axes) were measured using measurement software (BZ–X analyzer, Keyence).^50^

### Isolation of cells from the mice

Osteoblast and osteoclast progenitors were harvested from neonatal and 6- to 8-week-old mice, respectively.^15,51^ Neonatal mice were sacrificed by anesthesia. After disinfection of mice using immersion in ethanol, the calvaria were dissected. Dissected tissue was digested in the following solution: 1 mg·mL^−1^ collagenase (Fujifilm Wako Pure Chemical) and 2 mg·mL^−1^ dispase (Fujifilm Wako Pure Chemical) in α-modified minimum essential medium (α-MEM) (Gibco). After digestion, tissue debris was removed, and osteoblastic cells were collected.

Bone marrow cells (BMCs) were harvested from the femur and tibia by introducing PBS into the bone marrow cavity. Erythrocytes were depleted using ammonium chloride (Sigma). Tissue debris was removed, and BMCs were collected. The collected cells underwent the experiments described below.

### Chemical compounds used in the in vitro experiments

The first screening was conducted using a chemical library (Stem Select^TM^ Small Molecule Regulators 384-Well Library I, Merck). Each compound was diluted to 10 mmol·L^−1^ so that the final concentration in the cell culture plate would become 10 μmol·L^−1^. The compounds used in the experiments other than primary screening were purchased individually: AICAR (Calbiochem), monastrol (Santa Cruz Biotechnology), PARP inhibitor XII (Calbiochem), AMI-5 (Calbiochem), 17b (Calbiochem), IWR-1-endo (Calbiochem), apocynin (Santa Cruz Biotechnology), L-165, 041 (Abcam Limited), linifanib (Cayman Chemical Company), SR18292 (Cayman Chemical Company), FK506 (Cayman Chemical Company) and KN93 (Cayman Chemical Company). These compounds were dissolved in DMSO (Sigma) so that their concentrations were 1 000 times greater than the final concentration.

### In vitro myotube differentiation

C2C12 cells were seeded onto cell culture plates at the following concentrations: 5.0 × 10^3^ cells per well for the 96-well plate and 1.5 × 10^4^ cells per well for the 48-well plate. After 1 day (Day 0), these cells were differentiated into myotubes by a differentiation medium, Dulbecco’s modified Eagle’s medium (DMEM) with 1 μg·mL^−1^ insulin and 2% horse serum. The differentiation medium was changed on Days 2, 3, 4, 5 and 6. Analyses were conducted on Day 7 unless otherwise indicated. LAMZ was added on Days 0, 2 and 4 at a concentration of 1 μmol·L^−1^. The PGC-1α inhibitor SR18292 was added on Days 0 and 2 at a concentration of 20 μmol·L^−1^. The calcineurin inhibitor FK506 was added on Days 0, 2, 4 and 6 at a concentration of 2 μmol·L^−1^.

Clonetics^TM^ Skeletal Muscle Myoblast Cell Systems (Lonza) was used for the analyses of human skeletal muscle. Cells with a population doubling number lower than seven were seeded onto cell culture plates at the following concentrations: 6.4 × 10^3^ cells per well for the 96-well plate and 1.5 × 10^4^ cells per well for the 48-well plate. After 1 day (Day 0), myotube differentiation was induced by adding DMEM-F12 with 2% horse serum (Lonza) and LAMZ (0.1 μmol·L^−1^). The differentiation medium was changed on Day 2. Analyses were conducted on Day 4.

For the primary screening, C2C12 cells were stimulated with the compounds included in the chemical library on Days 0, 2 and 4. On Day 7, these cells were fixed with 4% PFA at room temperature for 15 min. Cytosol was stained using HCS CellMask™ Deep Red Stain (Thermo Fisher Scientific), and nuclei were stained using Hoechst 33342 (Sigma). The number of cells and nuclei in each cell was measured with an IN Cell Analyzer 2000 (GE Healthcare). The number of cells and the number of multinuclear cells were normalized by cells stimulated with vehicle and are expressed as the relative cell number and relative myotube formation, respectively.

Myosin heavy or light chain expression was examined by immunocytofluorescence. Myotubes were fixed with 4% PFA at room temperature. The sections were then incubated with primary antibody solutions containing a mouse anti–myosin heavy chain antibody (MF20, dilution: 1/50, R&D Systems) or a mouse anti–myosin light chain antibody (MY20, dilution: 1/100, GeneTex) at room temperature for 3 h, followed by incubation with secondary antibody solutions containing a donkey anti–mouse IgG antibody conjugated with the fluorescence dye Alexa Fluor 594 (dilution: 1/500, Life Technologies) or Alexa Fluor 488 (dilution: 1/500, Life Technologies) for 1 hour. Nuclei were stained using Hoechst 33342 (Sigma). The stained images were obtained with a microscope (BZ–X analyzer, Keyence).

### In vitro osteoblast differentiation

Murine osteoblast progenitor cells (calvarial and MC-3T3-E1 cells) were seeded on cell culture plates at the following concentrations: 4.0 × 10^3^ cells per well for the 96-well plate and 7.5 × 10^3^ cells per well for the 48-well plate. After 1 day (Day 0), these cells underwent differentiation with an osteogenic medium containing 50 μg·mL^−1^ ascorbic acid, 10 nmol·L^−1^ dexamethasone and 10 mmol·L^−1^ β–glycerophosphate in α-MEM. The differentiation medium was changed every third day. LAMZ was added on Days 0, 3, 6, 9 and 12 at a concentration of 1 μmol·L^−1^. The PGC-1α inhibitor SR18292 was added on Days 0 and 3 at a concentration of 20 μmol·L^−1^. The CaMKII inhibitor KN93 was added on Days 0, 3, 6, 9 and 12 at a concentration of 2 μmol·L^−1^.

Poietics^TM^ human mesenchymal stem cells (Lonza) were used for analyses of human osteoblasts. These cells were seeded onto 48-well plates at a concentration of 7.2 × 10^3^ cells per well. After 1 day (Day 0), osteoblastogenesis was induced with hMSC differentiation basal medium-osteogenic (Lonza) supplemented with LAMZ (1 μmol·L^−1^). The differentiation medium was changed every third day.

For the secondary screening, MC3T3-E1 cells were stimulated with the candidate compounds for seven days. After fixation with 4% PFA at room temperature, these cells were supplemented with a substrate for alkaline phosphatase (ALP), *p*-nitrophenylphosphate disodium (Fujifilm Wako Pure Chemical), and incubated for 30 min at 37 °C without detaching the cells from the plate, unlike the conventional procedure.^14,15^ The catalysis of the substrate was halted by the stop solution 0.2 mmol·L^−1^ sodium hydroxide. A plate reader (Bio-Rad Laboratories) was used for the detection of the *p*-nitrophenylphosphate disodium catabolite *p*-nitrophenol (wavelength: 405 nm).

ALP staining and quantification were performed as follows. Osteoblasts were fixed with 4% PFA for 15 min on ice. After the cells were rinsed with PBS, they were stained for 15 min with ALP staining solution (Napthol AS-MX phosphate, 0.06 mg·mL^−1^; *N*,*N*-dimethylformamide, 1%; and Fast blue BB salt, 1 mg·mL^−1^ in 0.1 mmol·L^−1^ Tris-HCl [pH 8.0]). The staining solution was washed away with dH_2_O. The stained cells were air-dried. The stained images were obtained under microscopy (BZ–X analyzer, Keyence). The images were then converted into black and white images for the quantification of the intensity (Photoshop 2020, Adobe).

Mineralization was detected by Alizarin Red S (ARS) staining on Day 14. Cells were fixed with 4% PFA for 15 min on ice. After the cells were rinsed with dH_2_O, ARS staining was performed (0.02 g·mL^−1^ Alizarin Red S in dH_2_O [pH 4.2]). The staining solution was washed away with dH_2_O and air dried. The stained images were obtained under microscopy (BZ–X analyzer, Keyence).

### In vitro osteocyte differentiation

The murine immature osteocyte cell line IDG-SW3/1G9 was used in the experiments.^52^ These cells were seeded on a collagen-coated 24-well plate (Corning) at a concentration of 2.5 × 10^4^ cells per well. After 1 day (Day 0), these cells underwent differentiation with differentiation medium containing 50 μg·mL^−1^ ascorbic acid and 4 mmol·L^−1^ β–glycerophosphate in α-MEM. The differentiation medium was changed every third day. LAMZ was added on Days 0 and 9 at a concentration of 0.1 μmol·L^−1^.

### Analyses of mitochondria in cultured cells

C2C12 cells and MC3T3-E1 cells treated with LAMZ (1 μmol·L^−1^) were analyzed for their mitochondrial content on Days 3 and 6. MitoTracker^®^ Deep Red (Thermo Fisher Scientific) was incorporated into these cells for 30 min before fixation. Fixation was conducted with 4% PFA at room temperature for 15 min. Nuclei were stained using Hoechst 33342 (Sigma). The stained images were obtained under microscopy (BZ–X analyzer, Keyence).

### Visualization of intracellular calcium in vitro

C2C12 cells or MC3T3-E1 cells were seeded in a 96-well plate at a concentration of 5.0 × 10^3^ cells per mL. One day after incubation, these cells were loaded with Fluo 4 AM (Dojindo Laboratories) for 1 h. The loaded cells were then stimulated with LAMZ (10 μmol·L^−1^) for 4 h. Visualized intracellular calcium was acquired and quantified under microscopy with measurement software (BZ–X analyzer, Keyence).

### Gene knockdown

The plasmids for producing lentivirus that code shRNAs targeting *Mef2c* and *gfp* (control) were purchased from Sigma-Aldrich. These plasmids were transfected into HEK293T cells using FuGENE HD transfection reagent (Promega). The number of lentiviral particles (LP) was calculated by measuring p24 expression with an enzyme–linked immunoassay (ELISA) kit (TaKaRa). The viral titer was calculated by assuming 1 inclusion forming unit (IFU) = 100 LP. The lentiviruses were used to infect C2C12 cells or MC3T3-E1 cells at a multiplicity of infection (MOI) of 100. One day after infection, myogenic or osteogenic differentiation was induced with or without LAMZ as described above. Puromycin (2 μg·mL^−1^) was added at the same time as LAMZ to eliminate uninfected cells.

### In vitro osteoclast differentiation from mouse BMCs

Primary BMCs were seeded on cell culture plates at the following concentrations: 2.5 × 10^5^ cells per well for the 96-well plate, 1.3 × 10^5^ cells per well for the 48-well plate and 2.0 × 10^5^ cells per well for the 24-well plate. BMCs were expanded in α-MEM with 10 ng·mL^−1^ macrophage colony–stimulating factor (M-CSF) (R&D systems) for 2 days before the induction of differentiation. These cells were stimulated with differentiation medium containing 10 ng·mL^−1^ M-CSF and 25 ng·mL^−1^ RANKL (PeproTech) in α-MEM at Day 0. The differentiation medium was changed on Day 2. Cells were analyzed on Day 3 unless otherwise indicated.

Tertiary screening was conducted using BMCs harvested from CAG–CAT–*lacZ*^Tg/Wt^*Ctsk*^*Cre*/Wt^ mice. On Day 3, the differentiation medium was washed away using PBS, and a substrate of β-galactosidase, 6-O-β-galactopyranosyl-luciferin (Promega), was added. After 30 min of incubation, catabolites were detected based on chemiluminescence (wavelength: 560 nm) using a plate reader (PerkinElmer).

TRAP^+^ multinuclear cells were detected by TRAP staining. On Day 3, osteoclasts were fixed with 4% PFA for 15 min on ice. Membrane delipidation was performed using an acetone–ethanol solution (1:1 v/v) for 30 s. TRAP staining solution was then applied, and the cells were incubated for approximately 5 min at room temperature until the cells positive for TRAP became pale pink. The composition of the staining solution was as follows: 0.1 mg·mL^−1^ naphthol AS-MX phosphate (Sigma-Aldrich), 10 μL·mL^−1^ *N*,*N*-dimethylformamide (Nacalai Tesque), and 0.6 mg·mL^−1^ fast red violet LB salt (Sigma-Aldrich) in a TRAP buffer (5.44 g·L^−1^ sodium acetate and 10.5 g·L^−1^ sodium tartrate). The stained images were obtained under a microscope (BZ–X analyzer, Keyence), and TRAP^+^ cells with 10 or more nuclei were regarded as osteoclasts.

Apoptotic cells were detected by TdT-mediated dUTP nick-end labeling (TUNEL) assay. BMCs that had undergone osteoclastogenesis in the presence of LAMZ (0.01 μmol·L^−1^) were fixed on Day 2. The fragmented DNA of the apoptotic cells was detected using the DeadEnd^TM^ Fluorometric TUNEL System (Promega) according to the manufacturer’s instructions. Fluorescein-12-dUTP was incorporated into the fragmented DNA at the 3’ end, which was detected under microscopy (BZ–X analyzer, Keyence).

Cleaved caspases 3 and 8 were detected by immunocytofluorescence. BMCs were fixed with 4% PFA at 4 °C on Day 2. The cells were then incubated with a primary antibody solution containing a rabbit anti–cleaved caspase 3 antibody (polyclonal, dilution: 1/400, Cell Signaling Technology) or a rabbit anti–cleaved caspase 8 antibody (D5B2, dilution: 1/400, Cell Signaling Technology). Nuclei were stained using Hoechst 33342 (Sigma). The stained images were obtained under microscopy (BZ–X analyzer, Keyence).

### Quantitative reverse transcriptase–polymerase chain reaction (qRT-PCR)

The total RNA of mouse tissues was extracted as described above, and that of the cultured cells was extracted using a Maxwell RSC simple RNA Tissue Kit (Promega). cDNA was synthesized from the extracted RNA using ReverTra Ace^®^ (TOYOBO). qRT-PCR analysis was performed with SYBR Green Real-time PCR Master Mix (TOYOBO) using a Light Cycler apparatus (Bio-Rad Laboratories). Gene expression was calculated using the ΔΔCt method, and *Gapdh* expression was used for normalization. The primer sequences are listed below: *Gapdh*, 5′–ACCCAGAAGACTGTGGATGG–3′ and 5′–CACATTGGGGGTAGGAACAC–3′; *Myod1*, 5′–AACCCCAATGCGATTTATCA–3′ and 5′–CGAAAGGACAGTTGGGAAGA–3′; *Myog*, 5′–CTGCACTCCCTTACGTCCAT–3′ and 5′–ACCCAGCCTGACAGACAATC–3′; *Klf5*, 5′–GGTTGCACAAAAGTTTATAC–3′ and 5′–GGCTTGGCGCCCGTGTGCTTCC–3′; *Mef2c*, 5′–CGCAGGGAATGGATACGGCAAC–3′ and 5′–GGGATAAGAACGCGGAGATCTGG–3′; *Runx2*, 5′–CCCAGCCACCTTTACCTACA–3′ and 5′–TATGGAGTGCTGCTGGTCTG–3′; *Sp7*, 5′–ACTGGCTAGGTGGTGGTCAG–3′ and 5′–GGTAGGGAGCTGGGTTAAGG–3′; *Alpl*, 5′–AACCCAGACACAAGCATTCC–3′ and 5′–GCCTTTGAGGTTTTTGGTCA–3′; *Sost*, 5′–GGAATGATGCCACAGAGGTCA–3′ and 5′–CGTCATAGGGATGGTGGGGA–3′; *Ppargc1a*, 5′–AGTCCCATACACAACCGCAG–3′ and 5′–ACCCTTGGGGTCATTTGGTG–3′; *Fos*, 5′–CAGCCTTTCCTACTACCATTCC-3′ and 5′–ACAGATCTGCGCAAAAGTCC–3′; *Mef2c*, 5′–CGCAGGGAATGGATACGGCAAC-3′ and 5′–GGGATAAGAACGCGGAGATCTGG-3′; *Mef2c* (for the analyses of knockdown efficiency), 5′–TATGTGCCGTGTGTGGAAAA-3′ and 5′–AGTGCTAAGCGTATCTCAGC-3′; *GAPDH*, 5′–TGACCACAGTCCATGCCATC–3′ and 5′–GATGATGTTCTGGAGAGCCCC–3′; *MYOD1*, 5′–GCCACAACGGACGACTTCTA–3′ and 5′–CGAGTGCTCTTCGGGTTTCA–3′; *MYOG*, 5′–ATCATCTGCTCACGGCTGAC–3′ and 5′–GGGCATGGTTTCATCTGGGA–3′; *PPARGC1A*, 5′–ACACTTTGCGCAGGTCAAACG–3′ and 5′–TGGTGGAAGCAGGGTCAAAG–3′; *RUNX2*, 5′–ACTGGGCCCTTTTTCAGACC–3′ and 5′–GGACATACCGAGGGACATGC–3′; *SP7*, 5′–ATCCAGCCCCCTTTACAAGC–3′ and 5′–TGAGTGGGAAAAGGGAGGGTA–3′.

### RNA sequencing

The total RNA of cultured calvarial cells was extracted using a Maxwell 16 LEV simplyRNA Tissue Kit (Promega). Data were acquired on an Ion Proton (Thermo Fisher) and analyzed using CLC Genomics Workbench (CLC). *k*-means clustering and Gene Ontology enrichment analysis were performed using an online tool, iDEP.91.^53^

### Western blotting analysis

For analysis of PLCγ1 phosphorylation, C2C12 cells or MC3T3-E1 cells were stimulated with LAMZ (10 μmol·L^−1^) after serum starvation (6 hours). The total proteins of these cells were extracted with lysis buffer containing Triton X–100 (1%), NaCl (150 mmol·L^−1^), Tris-HCl (50 mmol·L^−1^), EDTA (1 mmol·L^−1^), sodium deoxycholate (0.5%), Na_4_P_2_O_7_⋅10H_2_O (40 mmol·L^−1^), NaF (50 mmol·L^−1^), Na_3_VO_4_ (1 mmol·L^−1^), PMSF (2 mmol·L^−1^) and cOmplete^TM^ Protease Inhibitor Cocktail (Roche Bioscience). The extracted proteins underwent SDS–PAGE and were transferred to PVDF membranes (pore size: 0.45 μm, Merck), followed by immunoblotting using the following antibodies: PLCγ1 (1/1 000, CST), phospho–PLCγ1 S1248 (1/1 000, CST), and β-actin (1/5 000, Merck). The blots were visualized using the following reagents: horseradish peroxidase (HRP)–linked anti–mouse IgG, HRP–linked anti–rabbit IgG (1/5 000, GE Healthcare), and a luminol reagent (Nacalai Tesque). Densitometric analysis of the bands was conducted using Photoshop 2020 (Adobe).

### Statistical Analysis

All of the data are representative of more than three independent experiments and were initially tested with the F test or Bartlette’s test for normality distribution. If homoscedasticity could be assumed, they were analyzed with a parametric test using Student’s *t* test, one-way analysis of variance (ANOVA) followed by Dunnett’s or Tukey’s multiple-comparison test or two–way ANOVA followed by Tukey’s multiple-comparison test. In cases in which homoscedasticity could not be assumed, Welch’s *t* test or Brown–Forsythe ANOVA test followed by Dunnett’s T3 test were applied. Differences with a *p* value of <0.05 were considered significant (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1; N. S., not significant, throughout the paper). All data are presented as the mean ± standard error of the mean values. All statistical analyses were performed with Prism 8 (GraphPad Software).

## Supplementary information

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

Supplementary figure 6

Supplementary figure 7

Supplementary figure 8

Supplementary figure 9

## Data Availability

The data that support the findings of this study are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE188343.

# Supplementary material for: Simultaneous augmentation of muscle and bone by locomomimetism through calcium-PGC-1α signaling
**Source:** Bone Res. 2022 Aug 3;10:52. doi: 10.1038/s41413-022-00225-w
**Supplement:** Supplementary file 1 — Supplementary figure 1

**Supplementary Fig. 1**

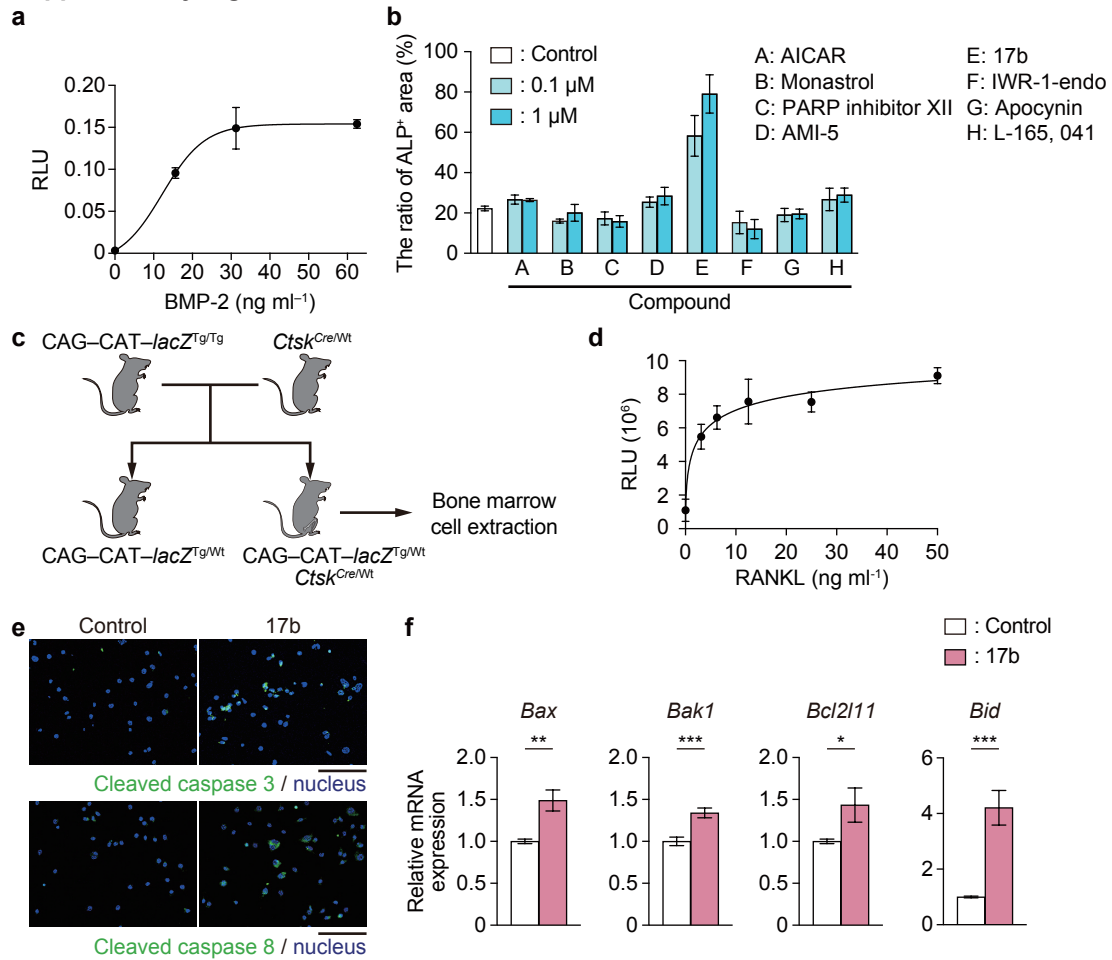

**Supplementary Fig. 1 Establishment of the screening systems used to identify a novel drug for reinforcing both muscle and bone.** (a) A novel quantification method of osteoblastogenesis. The activity of alkaline phosphatase (ALP) was quantified according to the degradation rate of its substrate (see methods). (b) Quantification of ALP activity based on colorimetric analysis. (c) Generation of the mice used for the novel quantification method of osteoclastogenesis. Mice expressing  $\beta$ -galactosidase in osteoclasts by the *Ctsk* promoter (CAG-CAT-*lacZ*<sup>Tg/Tg</sup>*Ctsk*<sup>Cre/Wt</sup> mice) were generated by crossing CAG-CAT-*lacZ*<sup>Tg/Tg</sup> female mice and *Ctsk*<sup>Cre/Wt</sup> male mice. (d) Osteoclastogenesis of bone marrow cells of CAG-CAT-*lacZ*<sup>Tg/Wt</sup>*Ctsk*<sup>Cre/Wt</sup> mice was quantified by *Ctsk* expression, which is indicated by  $\beta$ -galactosidase activity. (e) Immunocytofluorescence showing the expression of the cleaved caspase 3 and cleaved caspase 8 in bone marrow cells treated with 17b. The cleaved caspases (green); and nuclei (blue). Scale bar, 100  $\mu$ m. (f) mRNA expression of proapoptotic genes in osteoclast progenitors treated with LAMZ. The data of the effects of 17b were obtained from 3 independent experiments with replicates of 2 or 3 wells. Statistical analyses were carried out using Student's *t* test or Welch's *t* test. The error bars show the mean  $\pm$  s.e.m. \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001.

# Supplementary material for: Simultaneous augmentation of muscle and bone by locomomimetism through calcium-PGC-1α signaling
**Source:** Bone Res. 2022 Aug 3;10:52. doi: 10.1038/s41413-022-00225-w
**Supplement:** Supplementary file 2 — Supplementary figure 2

**Supplementary Fig. 2**

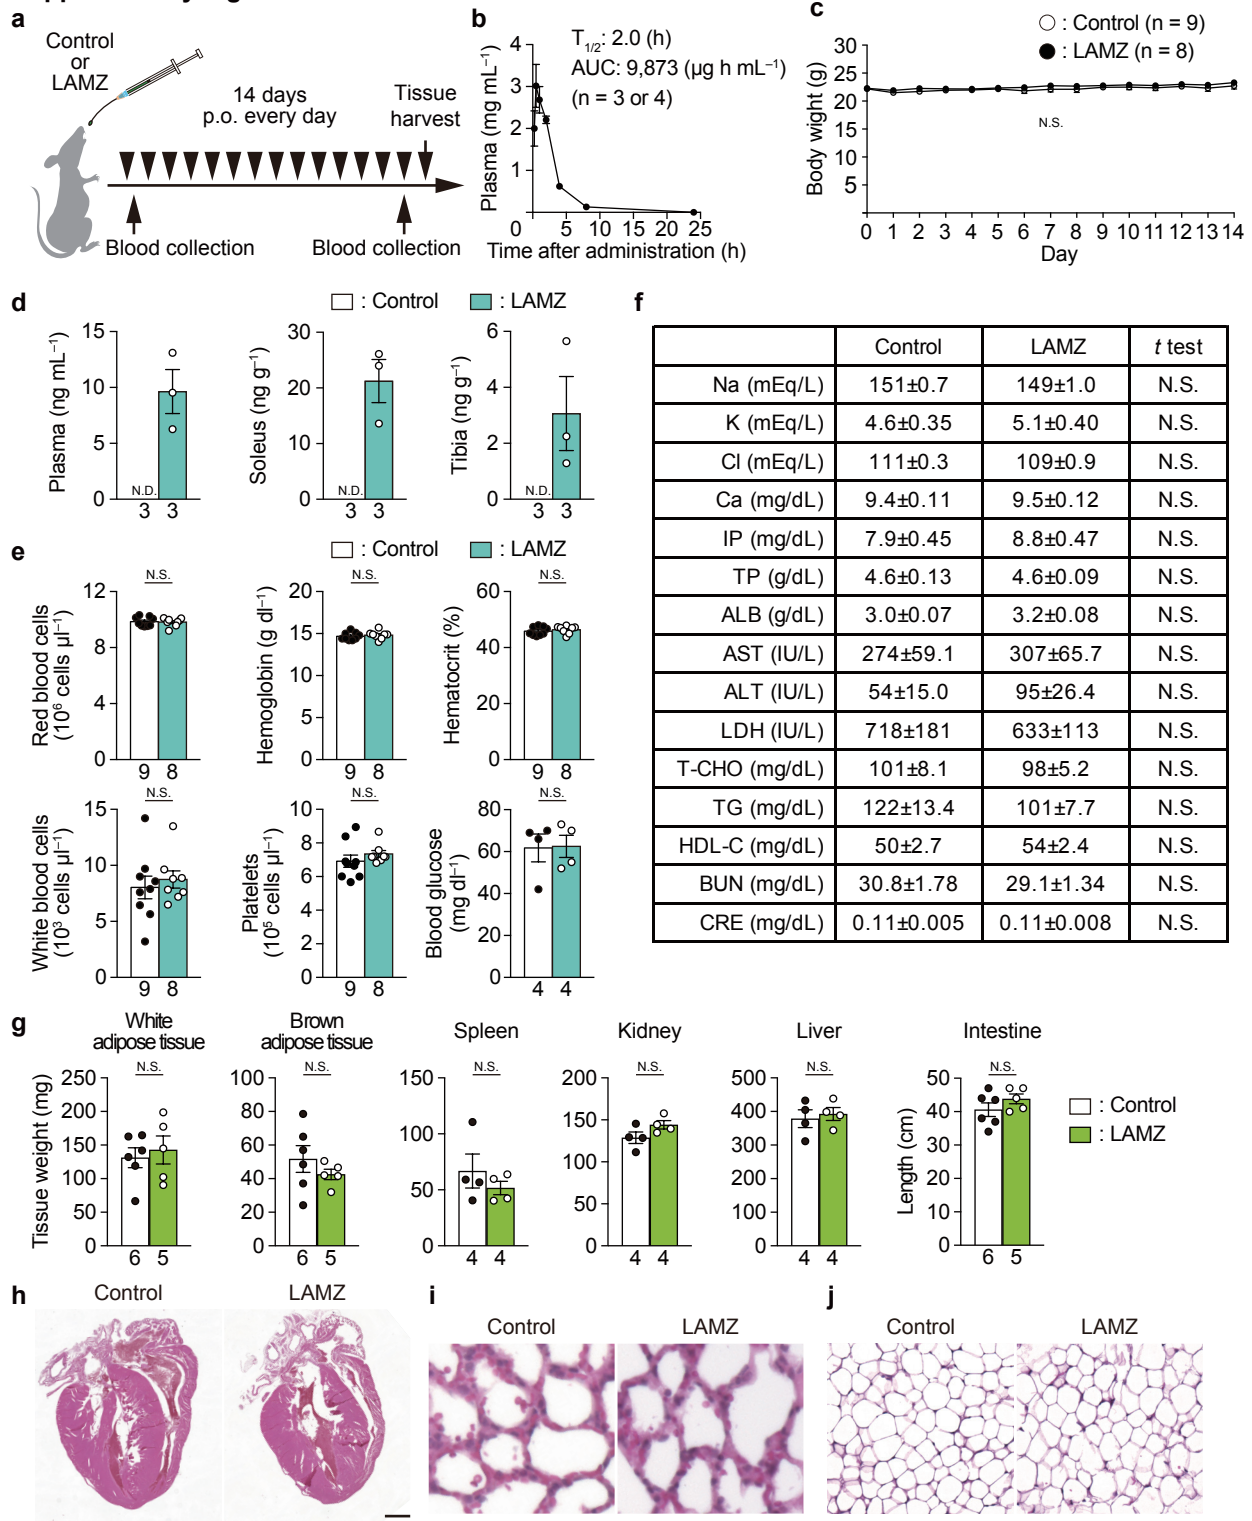

**Supplementary Fig. 2 General effects of LAMZ after 14 days of oral administration. (a)** Schematic diagram of the experiment. **(b)** Plasma concentration of LAMZ after oral administration. Peripheral blood was collected 0.25, 0.5, 1, 2, 4, 8 and 24 h after the administration. **(c)** Body weight of mice treated with LAMZ or control emulsion. **(d)** Concentration of LAMZ in the plasma, soleus muscle and tibia after sacrifice. N.D., not detected. **(e)** Blood cell count and blood glucose before sacrifice. **(f)** Serum biochemistry profile of the mice treated orally with LAMZ or control emulsion. **(g)** The tissue weight of the fat, spleen, kidney and liver as well as the length of the intestine in mice treated with LAMZ. **(h)** Representative histological images of the heart. **(i)** Representative histological images of the lung. **(j)** Representative histological images of white adipose tissue. Sections were stained with hematoxylin and eosin. Scale bars, 1 mm in **(h)**, 50 µm in **(i)** and 20 µm in **(j)**. 4 sections per mouse and 4 mice in each group were analyzed. The number of biological replicates is described below each bar. For the multiple comparisons of the body weight, two-way ANOVA and Tukey's multiple-comparison test were applied. For the comparison of 2 groups, statistical analyses were carried out using Student's *t* test. The error bars show the mean ± s.e.m. N.S., not significant.

# Supplementary material for: Simultaneous augmentation of muscle and bone by locomomimetism through calcium-PGC-1α signaling
**Source:** Bone Res. 2022 Aug 3;10:52. doi: 10.1038/s41413-022-00225-w
**Supplement:** Supplementary file 3 — Supplementary figure 3

**Supplementary Fig. 3**

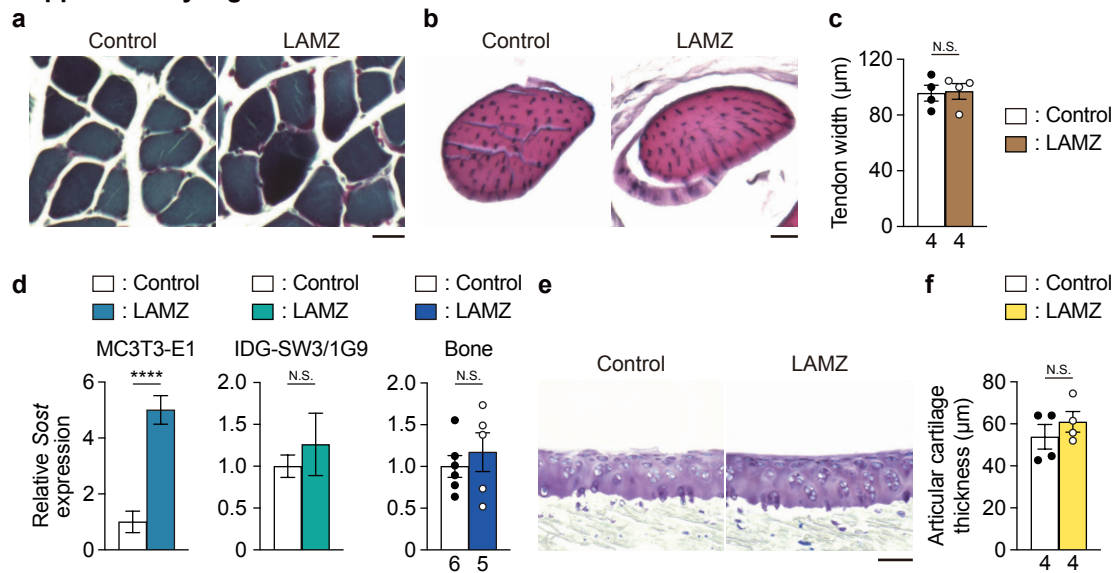

**Supplementary Fig. 3 Effects of LAMZ on musculoskeletal tissues after 14 days of oral administration.** (a) Representative histological images of the soleus muscle of mice orally treated with LAMZ or a control emulsion. Cross sections were stained by Modified Gomori's Trichrome staining method. (b) Representative histological images of the carpal tendon. Cross sections were stained using hematoxylin and eosin. (c) Mean value of the width of the tendon. (d) mRNA expression of *Sost* in the bone cells and bone tissue. (e) Representative histological images of the tibial articular cartilage. Coronal sections were stained using toluidine blue. (f) Thickness of the articular cartilage. Scale bars, 20  $\mu\text{m}$  in (a) and (b); and 50  $\mu\text{m}$  in (e). 4 sections per mouse and 4 mice in each group were analyzed. The number of biological replicates is described below each bar. Statistical analyses were carried out using Student's *t* test or Welch's *t* test. The error bars show the mean  $\pm$  s.e.m. \* $p < 0.05$ ; \*\*\*\* $p < 0.0001$ ; N.S., not significant.

# Supplementary material for: Simultaneous augmentation of muscle and bone by locomomimetism through calcium-PGC-1α signaling
**Source:** Bone Res. 2022 Aug 3;10:52. doi: 10.1038/s41413-022-00225-w
**Supplement:** Supplementary file 4 — Supplementary figure 4

**Supplementary Fig. 4**

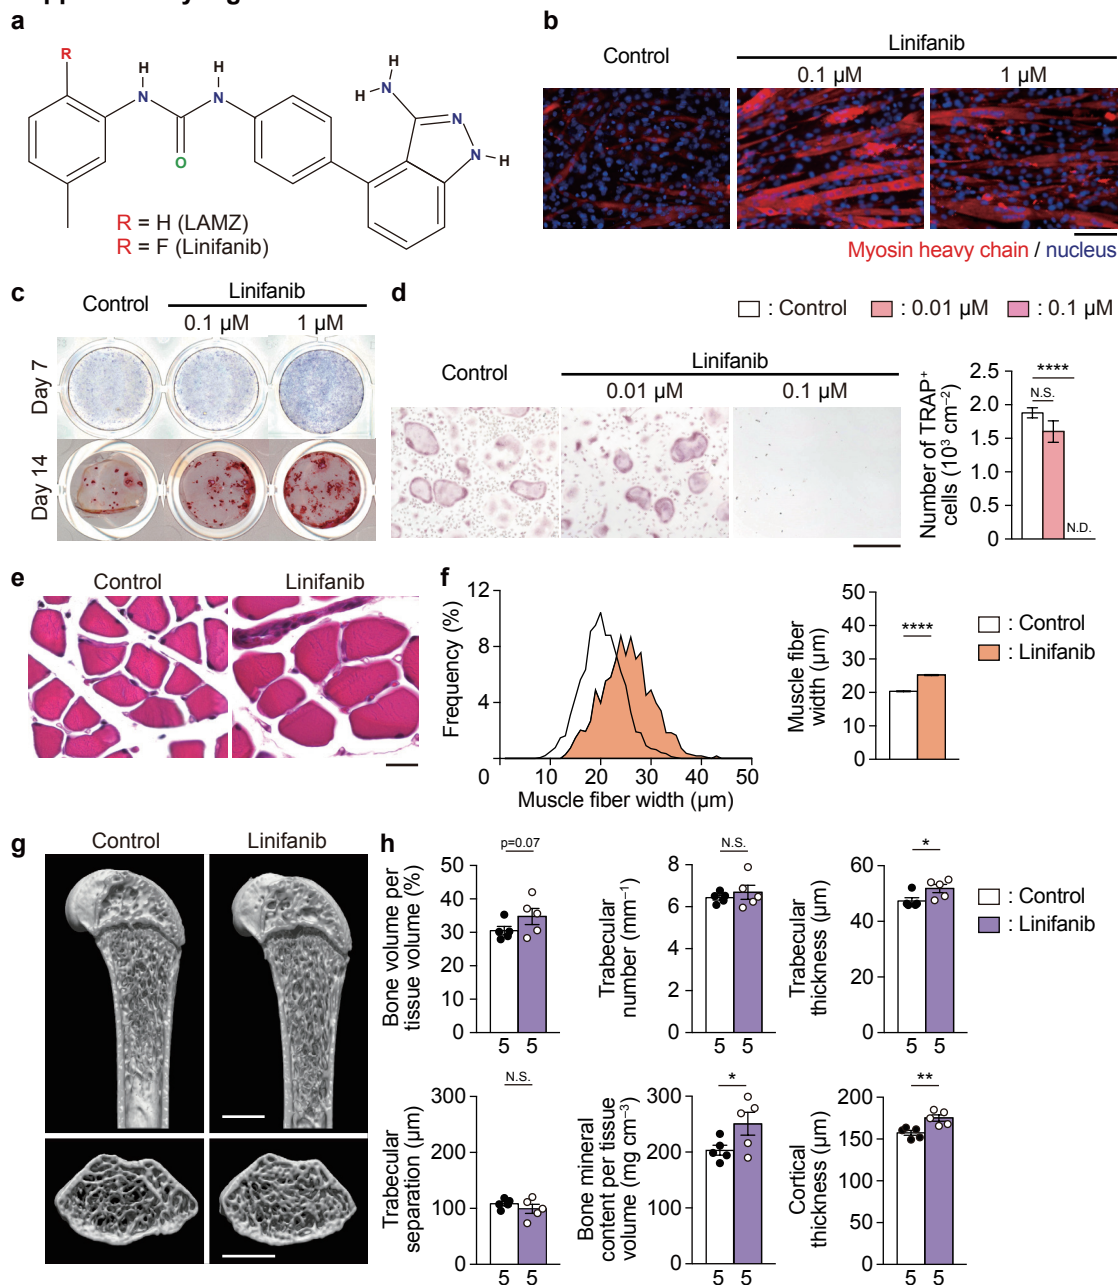

**Supplementary Fig. 4 A LAMZ analogue linifanib similarly reinforces both muscle and bone. (a)** Structural formula of LAMZ and linifanib. **(b)** Representative immunocytofluorescence images of C2C12 cells stimulated with linifanib. Myosin heavy chain (red); and nuclei (blue). Scale bar, 100  $\mu$ m. **(c)** Representative images of alkaline phosphatase (ALP) staining (upper) and mineralization (lower) of calvarial cells stimulated with linifanib during osteoblastic differentiation. **(d)** Representative images of tartrate-resistant acid phosphatase (TRAP) staining of bone marrow cells (BMCs) stimulated with linifanib. Scale bar, 100  $\mu$ m. The bar graph shows the number of TRAP<sup>+</sup> multinucleated cells. N.D., not detected. **(e)** Representative histological images of the soleus muscle of mice orally administered linifanib or a control emulsion. Cross sections of the muscle were stained with hematoxylin and eosin. Scale bar, 20  $\mu$ m. **(f)** Distribution and mean value of the width of the soleus muscle fibers. 4 sections per mouse and 4 mice in each group were analyzed. In total, the numbers of fibers measured were 1,419 and 1,084, respectively. **(g)** Representative micro-computed tomography (CT) images of the femur of mice orally treated with linifanib or the control emulsion. Upper, sagittal section; and lower, transverse section of the metaphyseal area. Scale bar, 1 mm. **(h)** Bone parameters obtained by micro-CT analyses. The data of in vitro experiments were obtained from 3 independent experiments with replicates of 2 or 3 wells. The number of biological replicates is described below each bar. For the multiple comparisons, one-way ANOVA and Dunnett's multiple-comparison test or Brown-Forsythe ANOVA test and Dunnett's T3 test were applied. For the comparison of 2 groups, statistical analyses were carried out using Student's *t* test. Error bars show the mean  $\pm$  s.e.m. \**p* < 0.05; \*\**p* < 0.01; \*\*\*\**p* < 0.0001; N.S., not significant.

# Supplementary material for: Simultaneous augmentation of muscle and bone by locomomimetism through calcium-PGC-1α signaling
**Source:** Bone Res. 2022 Aug 3;10:52. doi: 10.1038/s41413-022-00225-w
**Supplement:** Supplementary file 5 — Supplementary figure 5

**Supplementary Fig. 5**

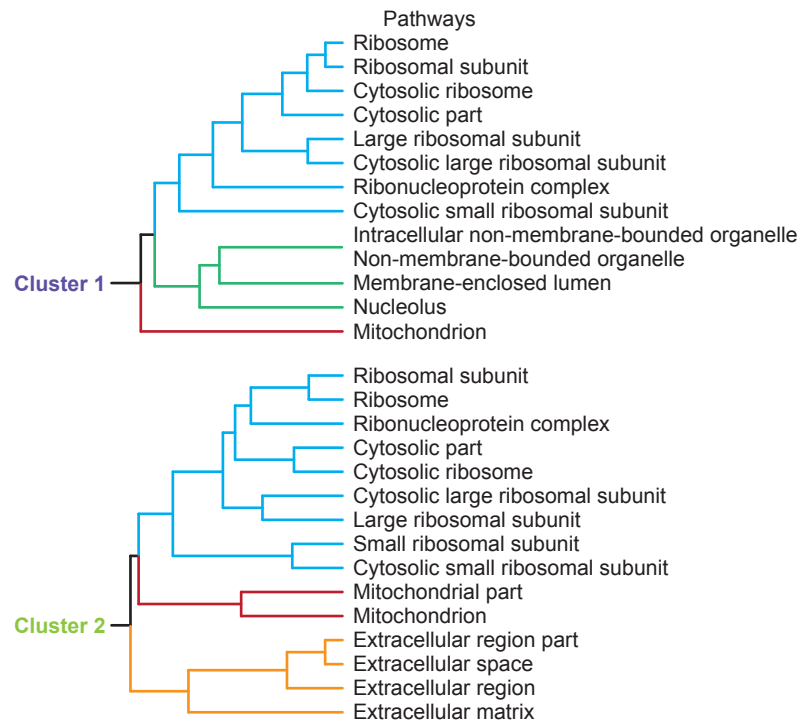

**Supplementary Fig. 5 LAMZ treatment upregulates mitochondrial genes.** Gene ontology analysis was based on a comprehensive gene expression analysis procedure. The enriched pathways in the clusters 1 and 2 (see **Fig. 3a**) consist of genes highly expressed in LAMZ-treated cells. The Gene Ontology (GO) terms (Cellular component) annotated to the genes were analyzed and the tree diagrams of the GO term hierarchy was constructed using the online tool iDEP.91.

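The change with LAMZ was also computed for each family of mitochondrial genes against all other tested genes, and families were not tested against each other. Over the 15 families of the 3 gene sets on 2 days, 30 comparisons were made, and their p values are adjusted over all 30. At day 14, the 78 genes of the mitochondrial ribosome had a shift of 0.26 (adjusted p = 5.8e-04 from limma's camera) and 23 genes of protein import a shift of 0.39 (adjusted p = 0.00293 from limma's camera). At day 7, 16 genes of respiratory complex IV had a shift of 0.33 (adjusted p = 0.0150 from limma's camera). These 3 shifts stayed above 0 after rescaling to the same sum, after quantile normalization and after a correction for gene length and GC content. No other mitochondrial family passed an adjusted p of 0.05 on either day. The 13 protein-coding genes of mitochondrial DNA had a shift of 0.18 at day 7 (adjusted p = 0.230 from limma's camera) and 0.037 at day 14 (adjusted p = 0.825 from limma's camera), but −0.023 and −0.32 after quantile normalization, −0.037 and −0.045 after the correction for gene length and GC content, and −0.042 at day 14 after rescaling to the same sum. The mitochondrial genes with the highest values were mt-Co1, mt-Co3 and mt-Co2, whose reads could be shared with nuclear copies of mitochondrial DNA. The RPKM of mt-Co1 was 1720.1 ± 166.4 (SD, n = 2) in control and 1618.5 ± 297.5 in LAMZ-treated cells at day 7, and 1716.2 ± 120.4 and 1848.8 ± 355.0 at day 14. Its log2 fold changes were −0.097 (standard error 0.19, adjusted p = 0.791 from limma) and 0.096 (adjusted p = 0.755 from limma), within the spread between replicates. For mt-Co3, which overlaps mt-Atp6, the log2 fold changes were 0.048 and −0.66 (adjusted p = 0.923 and 0.0667 from limma), and for mt-Co2 0.27 and −0.098 (adjusted p = 0.474 and 0.784 from limma). Among the ribosomal families, the large subunit (47 genes) had shifts of 0.58 and 0.82 at day 7 and day 14, and the small subunit (33 genes) of 0.54 and 0.84. Rplp1, with the highest RPKM of these genes, had an RPKM of 1480.0 ± 51.4 in control and 1923.7 ± 17.9 in LAMZ-treated cells at day 7, a log2 fold change of 0.38 (standard error 0.12, adjusted p = 0.0805 from limma), and 1307.8 ± 10.9 and 2371.4 ± 1.60 at day 14, a log2 fold change of 0.86 (adjusted p = 0.00214 from limma). After quantile normalization its log2 fold change at day 7 was −0.073. Rplp0 had log2 fold changes of 0.43 and 0.94 (adjusted p = 0.0491 and 0.00117 from limma), and Rpl41 of 0.65 and 0.55 (adjusted p = 0.0448 and 0.0515 from limma). In the extracellular matrix set, glycoproteins and proteoglycans (46 genes) had a shift of 0.38 at day 7 (adjusted p = 0.00907 from limma's camera) and 0.21 at day 14 (adjusted p = 0.417 from limma's camera), which became −0.026 after quantile normalization. Of these 46 genes, 26 rose and 20 fell at day 7, and 21 rose and 25 fell at day 14. Collagens (33 genes) had shifts of 0.054 and 0.13 (adjusted p = 0.290 and 0.230 from limma's camera), which became −0.11 and −0.096 after quantile normalization. Laminins (7 genes) had shifts of −0.29 and 0.053 (adjusted p = 0.0738 and 0.903 from limma's camera). The shifts of the mitochondrial families were plotted for both days.

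**Figure D4:**
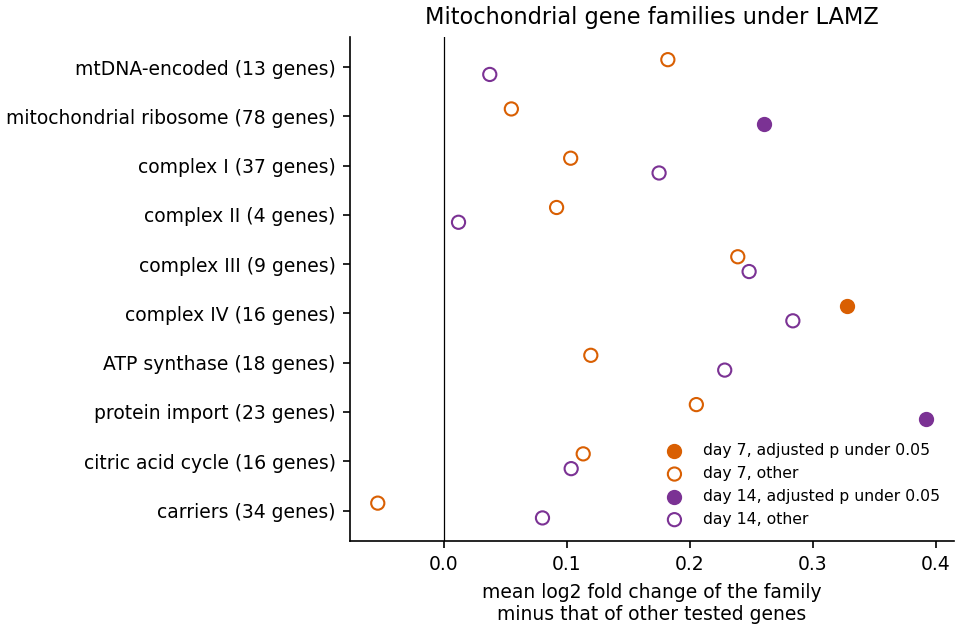
Mean log2 fold change of each mitochondrial gene family minus that of all other tested genes (x axis), at day 7 (orange) and day 14 (purple), with the number of tested genes in brackets. Filled points had an adjusted camera p under 0.05, as for protein import at 0.39 and the mitochondrial ribosome at 0.26 on day 14 and complex IV at 0.33 on day 7. After quantile normalization and after the correction for gene length and GC content, the shifts of the genes of mitochondrial DNA on both days and of complex II at day 14 changed sign, and both did at day 14 after rescaling to the same sum.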

# Supplementary material for: Simultaneous augmentation of muscle and bone by locomomimetism through calcium-PGC-1α signaling
**Source:** Bone Res. 2022 Aug 3;10:52. doi: 10.1038/s41413-022-00225-w
**Supplement:** Supplementary file 6 — Supplementary figure 6

**Supplementary Fig. 6**

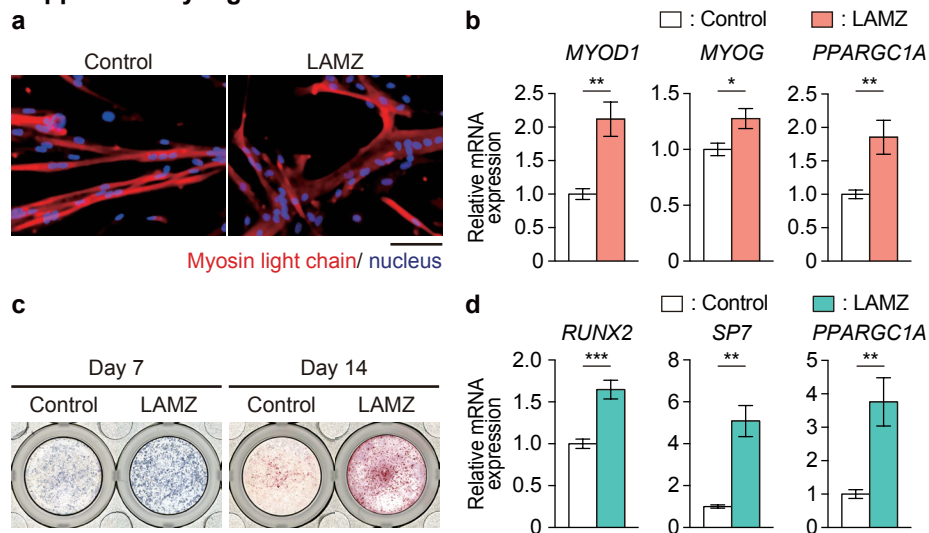

**Supplementary Fig. 6 Effects of LAMZ on human myocytes and osteoblasts.**

**(a)** Representative immunocytofluorescence images of human myocytes stimulated with LAMZ. Myosin light chain (red); and nuclei (blue). **(b)** mRNA expression of myogenic genes and *Ppargc1a*. **(c)** Representative images of alkaline phosphatase (ALP) staining and Alizarin Red S staining of human mesenchymal stem cells stimulated with LAMZ. **(d)** mRNA expression of osteoblastic genes and *Ppargc1a*. Experiments were repeated 3 times with replicates of 2 or 3 wells. Scale bar, 100  $\mu$  m. Statistical analyses were carried out using Student's *t* test or Welch's *t* test. The error bars show the mean  $\pm$  s.e.m. \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001.

# Supplementary material for: Simultaneous augmentation of muscle and bone by locomomimetism through calcium-PGC-1α signaling
**Source:** Bone Res. 2022 Aug 3;10:52. doi: 10.1038/s41413-022-00225-w
**Supplement:** Supplementary file 7 — Supplementary figure 7

**Supplementary Fig. 7**

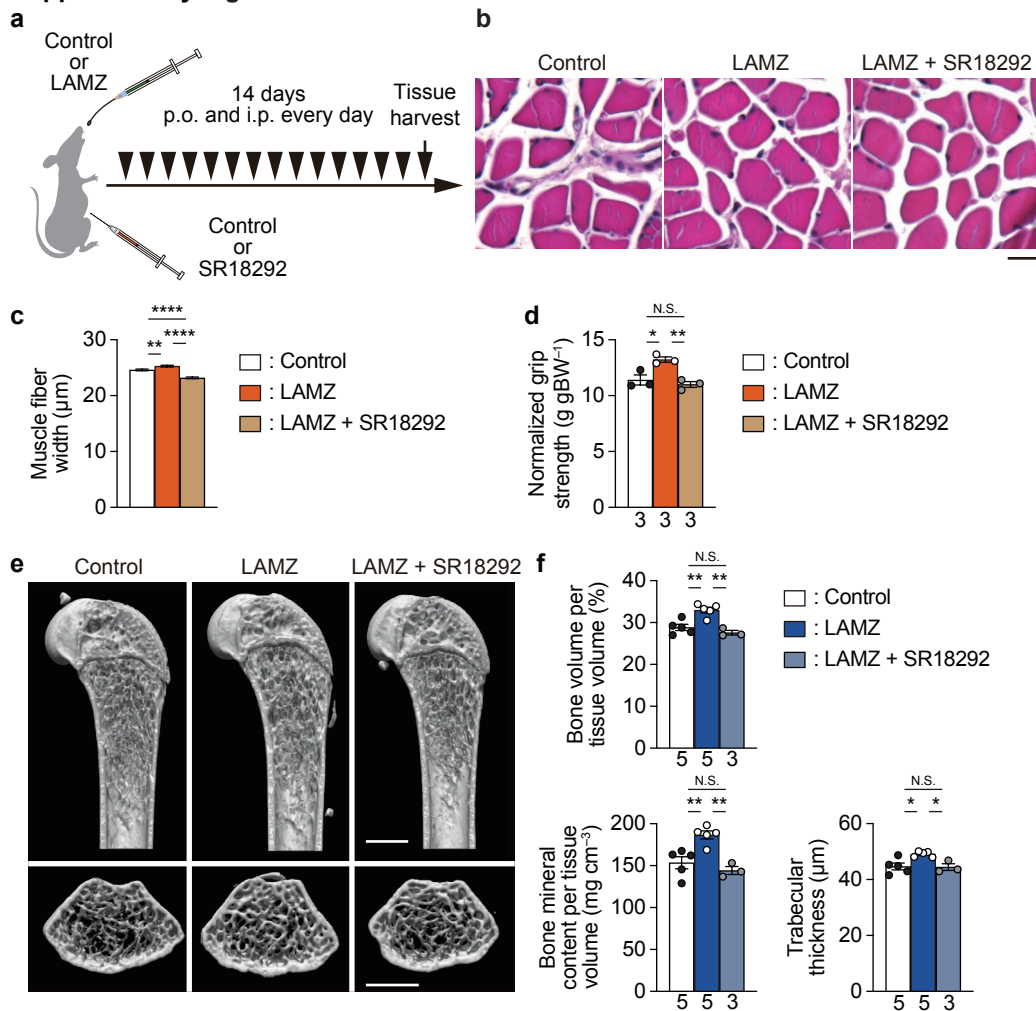

**Supplementary Fig. 7 Inhibition of PGC-1 $\alpha$  negates the anabolic effects of LAMZ on muscle and bone *in vivo*.** (a) Schematic diagram of the experiment. (b) Representative histological images of the soleus muscle of mice subcutaneously injected with SR18292 or control solution, in addition to receiving oral administration of LAMZ or a control emulsion. Cross sections of the muscle were stained with hematoxylin and eosin. Scale bar, 20  $\mu\text{m}$ . (c) Distribution and mean width of the soleus muscle fibers. 3 mice in each group were analyzed. In total, the numbers of fibers measured were 940, 958 and 990, respectively. (d) Grip strength of the mice. (e) Representative micro-computed tomography (CT) images of the femur of mice subcutaneously injected with SR18292 or control solution, in addition to receiving oral administration of LAMZ or a control emulsion. Upper, sagittal section; and lower, transverse section of the metaphyseal area. Scale bar, 1 mm. (f) Bone parameters obtained by micro-CT analyses. Statistical analyses were carried out using one-way ANOVA and Tukey's multiple-comparison tests. The number of biological replicates is described below each bar. Error bars show the mean  $\pm$  s.e.m. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\*\* $p < 0.0001$ ; N.S., not significant.

# Supplementary material for: Simultaneous augmentation of muscle and bone by locomomimetism through calcium-PGC-1α signaling
**Source:** Bone Res. 2022 Aug 3;10:52. doi: 10.1038/s41413-022-00225-w
**Supplement:** Supplementary file 8 — Supplementary figure 8

# Supplementary Fig. 8

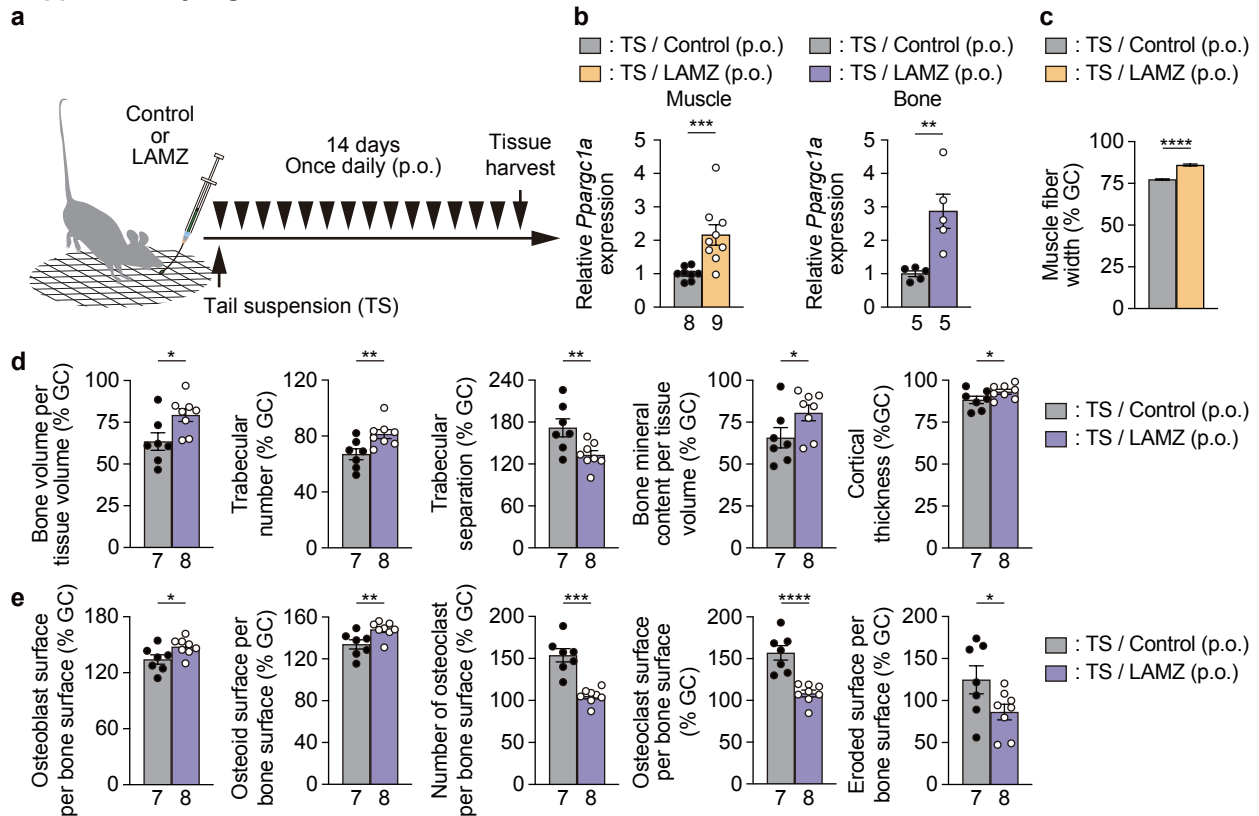

**Supplementary Fig. 8 LAMZ improves both the muscle and bone of mice with locomotor frailty.** (a) Schematic diagram of the experiment in Fig. 6. (b) mRNA expression of *Ppargc1a* in the muscle and the bone of tail suspension (TS) mice orally treated with LAMZ or the control emulsion. (c) The ratio of the fiber width in the soleus muscle of the mice that underwent an unloading model and were orally treated with LAMZ or a control emulsion, compared to that of ground control mice treated with a control emulsion. (d) The ratio of bone parameters obtained by micro-computed tomography (CT) analyses compared to that of ground control mice treated with a control emulsion. (e) The ratio of parameters of osteoblastic bone formation and osteoclastic bone resorption obtained by bone morphometric analysis compared to that of ground control mice treated with a control emulsion. The parameters were calculated using mice in experiment groups in which ground control (GC) and TS were conducted at the same time. Statistical analyses were carried out using Student's *t* test or Welch's *t* test. The number of biological replicates is described below each bar. The error bars show the mean  $\pm$  s.e.m. \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001; \*\*\*\**p* < 0.0001.

# Supplementary material for: Simultaneous augmentation of muscle and bone by locomomimetism through calcium-PGC-1α signaling
**Source:** Bone Res. 2022 Aug 3;10:52. doi: 10.1038/s41413-022-00225-w
**Supplement:** Supplementary file 9 — Supplementary figure 9

# Supplementary Fig. 9

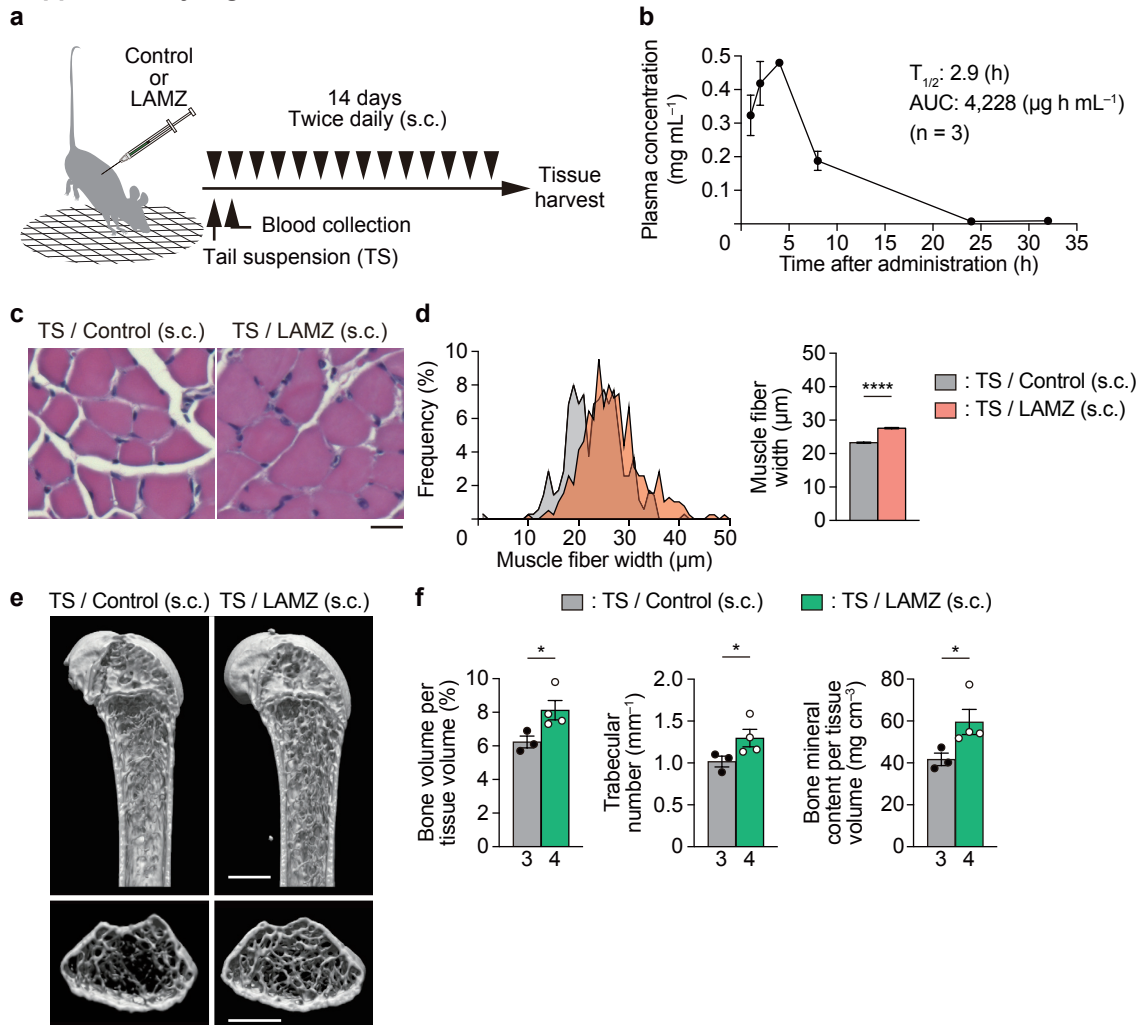

**Supplementary Fig. 9 Subcutaneous injection of LAMZ improves both the muscle and bone of mice with locomotor frailty.** (a) Schematic diagram of the experiment. (b) Plasma concentration of LAMZ after the subcutaneous injection. Peripheral blood was collected 1, 2, 4, 8, 24 and 32 h after the administration. (c) Representative histological images of the soleus muscle of the disuse model mice subcutaneously injected with LAMZ or a control solution. Cross sections of the muscle were stained with hematoxylin and eosin. Scale bar, 20 μm. (d) Distribution and mean width of the soleus muscle fibers. 3 and 4 mice in each group were analyzed. In total, the numbers of fibers measured were 350 and 388, respectively. (e) Representative micro-computed tomography (CT) images of the femur of disuse model mice subcutaneously injected with LAMZ or the control solution. Upper, sagittal section; and lower, transverse section of the metaphyseal area. Scale bar, 1 mm. (f) Bone parameters obtained by micro-CT analyses. Statistical analyses were carried out using Student's *t* test. The number of biological replicates is described below each bar. The error bars show the mean ± s.e.m. \**p* < 0.05; \*\*\*\**p* < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

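RNA sequencing of mouse osteoblast progenitors, named cultured calvarial cells in the methods and MC3T3-E1 cells in the sample labels, was processed from 8 libraries. The cells were cultured with DMSO (control) or LAMZ at 1 μmol·L−1 and harvested on day 7 or day 14, with 2 libraries in each of the 4 groups. The groups were taken from the sample labels.

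The authors sequenced the libraries on an Ion Proton, assigned the reads to genes with CLC Genomics Workbench and deposited the RPKM of every gene symbol, that is, reads scaled to the length of the gene and to the mapped reads of the library. These values are scaled within each library, and no scaling between libraries is stated. The version of the program, the genome build and the settings for k-means clustering and Gene Ontology enrichment in iDEP.91 are not given in the paper's text. In each file, 4 entries with symbols turned into dates that occur more than once were dropped, which left 51822. Symbols were matched to the GENCODE M21 annotation of GRCm38 for gene length, position, GC content and overlapping genes, and coordinates are those of that annotation.

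The read depth was recovered from the RPKM values. With gene lengths from the annotation, the number of mapped reads of each library was set to the one at which the low values of single-exon genes become whole reads, which held for 95.8% to 96.8% of the 914 to 1552 values checked per library. It came to between 3463538 and 5832101 mapped reads, with 2491330 to 4440810 on genes. At this depth, genes near an RPKM of 1 have few reads, so fold changes of such genes are imprecise. In day 7 control libraries, Aif1 had 5 to 7 reads at a mean RPKM of 1.08. In day 14 control libraries, Avil had 18 and 19 reads at a mean RPKM of 1.11. A floor of 3 reads was used, and a fold against a group whose libraries are all at or under it was computed against the floor. Such a fold is given as a lower bound, except for Ppargc1a, whose LAMZ libraries held few reads as well. Floors cover counting error only, since reads from PCR are not independent molecules.

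The 12514 genes with an RPKM of at least 1 in at least 2 of the 8 libraries were tested. The values were transformed to log2(RPKM + 1) and fitted in limma 3.58.1 (R 4.3.3) with lmFit and eBayes with a mean-variance trend, as 4 groups in one fit with 4 residual degrees of freedom and no covariates. The contrasts were LAMZ against control at day 7, at day 14 and averaged over both days, and the difference between the days. P values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were counted. Gene sets (mitochondrial, cytosolic ribosomal protein and extracellular matrix genes) were defined by symbol families, because no Gene Ontology annotation was used here, and tested two-sided with limma's camera at a correlation between genes of 0.01. The adjusted p of camera covers the 3 sets on 2 days within each alternative, and the 3 sets for the difference between the days; the alternatives were adjusted in this way after their unadjusted p had been seen. Set scores were compared by an exact permutation test that relabels libraries within each day. For k-means, 4 clusters and 50 random starts were used on values standardized per gene, and cluster membership was tested by Fisher's exact test against all clustered genes. An odds ratio with an empty cell was computed with 0.5 added to each cell. The clustering algorithm was changed to Lloyd's, because the first did not converge, after cluster sizes and centres but no memberships of gene sets had been seen.

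The named genes were chosen by a rule: the genes that the paper names by mRNA in osteoblastic or bone cells or as its reference gene, the 3 genes with the largest rise and the 3 with the largest fall at each day and on average among those past the threshold with LAMZ libraries all on one side of the control libraries, and the 3 mitochondrial and 3 ribosomal protein genes with the highest mean RPKM. Other genes in the closing section come from marker lists written after some values had been seen.

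The replicate numbers in the sample labels (1 and 2 in every group) are the source of the pairing. The labels do not say whether same-numbered cultures were handled together. The correlation of their deviations was −0.0166 at day 7 and 0.0158 at day 14. Fits with the replicate number as a block, across all groups or within each day, were made as alternatives.

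The scripts were tested on simulated data with 200 changed genes and negative binomial counts at the recovered depth. In the average contrast, 83.0% of the 200 changed genes were called, and 11.7% of the 188 genes called had not been changed. With no change simulated, 8 of 12254 genes were called at day 7.

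The alternatives tried were other pseudocounts (0.1 and 5), filters and scalings between libraries, a correction for gene length and GC content by loess (span 0.3), replicate blocks, the 4 libraries of a day alone, no mean-variance trend, another threshold, an estimated correlation between genes, Reactome sets from fgsea 1.28.0, random gene sets (10000, matched on mean expression), the mitochondrial set without the genes of mitochondrial DNA, other numbers of clusters and genes clustered, and each library left out in turn. The Reactome pathways were picked after the values had been opened but before their result was seen. Figures were drawn with matplotlib. A set defined by gene descriptions was not run, since the annotation used holds no descriptions. The qPCR, imaging and animal experiments of the paper were not analysed here.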

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

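All tests in this part were chosen only after the result they address, a difference between the days or in the structural RNAs, was seen; the tests of short structural RNAs, the length and GC test of the genes that differ between the days and the count of C1qb reads in LAMZ libraries were chosen after their own values were seen as well, and the others before their own values were seen. The gene sets by symbol families, contrasts, thresholds, the number of clusters and the other scalings, filters and pseudocounts were set before the data were examined, but the Reactome pathways, the clustering algorithm, thinning and limma-voom were chosen after.

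The change with LAMZ differed between day 14 and day 7 for 78 of the 12514 tested genes (interaction contrast in limma, adjusted p under 0.05; 2061 genes at an unadjusted p under 0.05). Of the 78, 43 changed in opposite directions on the 2 days. The count was 113 after quantile normalization, 144 with a mean RPKM of at least 5, and 111 after correction for gene length and GC content, but 34 with a pseudocount of 0.1 and 0 without the filter on low values (2931 genes at an unadjusted p under 0.05). With the recovered reads of every library thinned to the smallest library, 38 genes were left, 35 of them among the 78. Thinning also removes reads and thus power, so unequal depth remains as an explanation for part of the count. With the replicate number as a block, 17 genes differed, and 7 with same-numbered libraries as pairs. With a replicate block and the correction for gene length and GC content together, 84 differed. A change of the LAMZ effect with time in culture is a candidate explanation beside unequal depth, and the data cannot tell them apart for the count as a whole.

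The shift of the mitochondrial genes was larger at day 14 than at day 7 by 0.11 on the log2 scale (adjusted p = 0.0227 from limma's camera over 3 gene sets), and all LAMZ libraries lay above the controls of their day. Before adjustment, camera p was 0.0847 after correction for gene length and GC content, 0.0525 after quantile normalization and 0.0164 after thinning to equal depth. Over 12 alternatives, the adjusted p ranged from 0.00748 to 0.127 and was under 0.05 in 8. Thinning hardly moves the values of genes with many reads, so the difference cannot be told apart from an effect of depth. The correction for length and GC content left 0.079 and quantile normalization 0.083 of the difference, so gene length, GC content and the scaling between libraries are not ruled out as explanations, but are not shown to account for it, and it may not reflect a biological change.

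The shift of the cytosolic ribosomal protein genes was larger at day 14 by 0.27 (adjusted p = 5.3e-07 from limma's camera over 3 gene sets), with 63 of 80 genes above 0. Before adjustment, camera p was 3.3e-05 after correction for gene length and GC content, 0.00606 after quantile normalization and 3.1e-07 after thinning. Over 12 alternatives, the adjusted p ranged from 4.8e-08 to 0.0182. The correction for length and GC content left 0.20 of the difference and quantile normalization 0.14. Neither removed it, but gene length, GC content and the scaling between libraries may account for part of it. Thinning hardly moves the values of these genes, so the difference cannot be told apart from an effect of depth. A larger effect of LAMZ on these genes with longer culture is a hypothesis that remains. Reads shared with pseudogenes were tested at each day and not for the difference, and the mix of cell types was not tested against it, so it is not shown to be biological.

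C1qb differed between the days by −1.44 (adjusted p = 0.0287 from limma). The adjusted p was 0.0252 after quantile normalization and 0.0393 after thinning, and it ranged from 0.0135 to 0.111 over 13 alternatives, 9 of them under 0.05. The 4 LAMZ libraries held 0 reads of C1qb on either day. The difference thus equals the rise of the control libraries from 34.2 ± 4.93 to 94.3 ± 4.35 RPKM (SD, n = 2), and it carries no information on whether the effect of LAMZ itself changed.

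Cdsn differed between the days by 5.24 (adjusted p = 0.00587 from limma), with a log2 fold change of −0.71 at day 7 and 4.53 at day 14. The adjusted p was 0.00458 after quantile normalization and 0.0153 after thinning, and ranged from 0.0015 to 0.0629 over 13 alternatives, with 12 under 0.05. Avil differed by 3.65 (adjusted p = 0.00587 from limma), with log2 fold changes of −0.11 and 3.54. Its adjusted p was 0.00458 after quantile normalization and 0.024 after thinning, and ranged from 0.00458 to 0.0629, with 12 of 13 under 0.05. Neither scaling nor depth removed these differences. That LAMZ raises these genes only later in culture is a hypothesis. Reads shared between genes and RNA from other cells were not tested for Cdsn and Avil, so those explanations stay open.

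Short structural RNAs (553 listed genes, which the paper does not discuss) took more reads in LAMZ libraries. They held 3.78% ± 0.0750 of mapped reads (SD, n = 2) in control and 5.35% ± 0.216 in LAMZ libraries at day 7, and 2.37% ± 0.267 and 3.77% ± 0.294 at day 14. The log2 ratio was 0.50 at day 7 and 0.67 at day 14, with replicate SDs of 0.046 and 0.14. Most of these reads lay on Rn7s1. Without it, the log2 ratio was 0.33 at day 7, where the libraries of the groups overlapped, and 0.40 at day 14, where they did not. After thinning to equal depth, the ratios were 0.50 and 0.67, but shares of reads cannot change with thinning, so this does not rule out an effect of depth. The median change of the 325 other tested genes shorter than 400 bases lay at the 100th percentile of random gene sets matched on expression on both days, and a shorter average length of the RNA or of the library inserts in LAMZ libraries is a possible explanation. It is technical, it remains on both days, and a rise of these RNAs in the cells cannot be told apart from it.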

How the results depend on the processing

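Thinning the recovered reads to the smallest library and limma-voom on the recovered reads were chosen after seeing the data. Most settings changed 1 choice. A replicate block with the gene length and GC correction changed both. The threshold of an adjusted p under 0.1 with at least 2-fold change moved the cutoff and added a fold limit. Limma-voom on the recovered reads changed the values and the model. Where a value moved, the cause was not tested.

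The median log2 fold change of all tested genes was −0.080 at day 7 and −0.15 at day 14. Rescaling to the same sum moved it by −0.23 and −0.28, median centring by 0.11 and 0.19, quantile normalization by 0.094 and 0.17, the gene length and GC correction by 0.081 and 0.15, and dropping the filter by 0.080 and 0.10. Of the genes called, 33.9% were higher at day 7, 30.3% at day 14 and 31.0% on average. These shares were 8.69%, 8.16% and 7.76% after rescaling to the same sum, 53.5%, 56.3% and 56.6% after median centring, 45.7%, 47.9% and 49.7% after quantile normalization, and 52.4%, 48.9% and 50.6% after the gene length and GC correction. For genes that differ between the days, the share was 50.0%, against 62.7% after median centring, 40.6% after rescaling to the same sum, 38.2% with a mean RPKM of at least 5 and 31.9% with limma-voom.

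The number of genes changed at day 7 (1607) was 951 without the filter, 3592 after rescaling to the same sum, 984 with a replicate block within each day, 624 with only the 4 libraries of that day, and 629 at an adjusted p under 0.1 with at least 2-fold change. At day 14 (2878) it was 1795 with a mean RPKM of at least 5, 5796 after rescaling and 1046 at the other threshold. Averaged over both days (3686) it was 2221, 7207 and 704 under the same settings, and from 2609 to 3479 genes across the 8 fits that each left out one library. Leaving out a library of a single day leaves 1 library in an arm, so no calls are given for the days.

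The number of genes that differ between the days (78) was 34 with a pseudocount of 0.1, 166 with a pseudocount of 5, 0 without the filter (where its count at an unadjusted p under 0.05 was 2931), 144 with a mean RPKM of at least 5, 17 and 7 with a replicate block across all groups and within each day, 30 without the mean-variance trend, 38 after thinning, 199 at the other threshold and 411 with limma-voom. With a replicate block and the gene length and GC correction together, the number was 84.

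For the splits of the 8 libraries that part every same-numbered pair, 1 of 8 gave as many genes averaged over both days as the real one. The other 7 gave 0 to 78 genes, and the one with 78 swaps both pairs of a day and equals the difference between the days. With 8 splits the share cannot be under 0.05.

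Median centring, replicate blocks, the 4 libraries of a day and the estimated correlation cannot move a shift, and only its p can change under them. The mitochondrial shift kept its direction in the other alternatives. Here p is the camera p before adjustment, and the adjusted p, computed after these were seen, is given as a range. At day 7 (0.10 and a p of 0.0470) p was not under 0.05 without the filter (shift 0.039, p 0.490), with a mean RPKM of at least 5 (0.088, p 0.0953), after rescaling to the same sum (0.061, p 0.749), after quantile normalization (0.072, p 0.106), after the gene length and GC correction (0.085, p 0.0670), with a replicate block across all groups or within each day (0.10, p 0.0543 and 0.0541) or with both the block and that correction (0.085, p 0.0764), after thinning (0.099, p 0.0670), with the correlation between genes estimated (0.10, p 0.580), with limma-voom (0.18, p 0.0512) and without the genes of mitochondrial DNA (0.098, p 0.0617). At day 14 (0.21) this held only after rescaling (0.17, p 0.0632) and with the estimated correlation (0.21, p 0.312). Adjusted p over 17 alternatives ran from 0.0226 to 0.749 at day 7 and from 2.1e-05 to 0.392 at day 14. Leaving out each library of a day gave shifts from 0.050 to 0.16 at day 7 and from 0.18 to 0.24 at day 14.

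The ribosomal protein shift kept its direction in the alternatives that can move it, and p stayed under 0.05 except at day 7 with the estimated correlation (0.56, p 0.0574). Adjusted, p with that correlation was 0.172 on both days. The shift ranged over 16 alternatives from 0.26 to 0.66 at day 7 and from 0.39 to 0.96 at day 14, and with each library left out from 0.55 to 0.58 and from 0.76 to 0.91. The extracellular matrix shift at day 7 (0.20) had no p under 0.05 without the filter (0.11, p 0.743), with a mean RPKM of at least 5 (0.17, p 0.121), after median centring (0.20, p 0.112), after quantile normalization (0.058, p 0.453), with the estimated correlation (0.20, p 0.174) and with the Reactome set (0.020, p 0.519), and its median lay at the 95.94th percentile (95.9) of random sets matched on expression, but at the 99.92th (99.9) of sets matched on gene length as well. At day 14 (0.17) p was under 0.05 only after rescaling (0.12, p 0.0443), and the shift reversed after quantile normalization (−0.046, p 0.0553). Adjusted p over 16 alternatives ran from 0.0235 to 0.743 at day 7 and from 0.0665 to 0.940 at day 14. Left-out libraries gave 0.16 to 0.24 and 0.10 to 0.23.

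For mitochondrial genes in the day 7 LAMZ cluster (odds ratio 1.62), the odds ratio was 0.975 after rescaling to the same sum, 0.925 after median centring, 0.275 among the 2000 genes with the largest standard deviation, 0.732 for genes whose 2 libraries of the group exceed the other 6, 1.03 after quantile normalization and 1.33 after the gene length and GC correction. In the day 14 LAMZ cluster (1.39) it was 0.643 after rescaling, 0.910 after the gene length and GC correction, 1.30 with a mean RPKM of at least 5, 1.00 after median centring, 1.15 after quantile normalization, 1.35 with 6 clusters, 1.16 without standardizing, 1.30 for genes exceeding the other 6 libraries and 1.16 without the genes of mitochondrial DNA. Left-out libraries gave 1.36 to 2.36 and 1.08 to 1.65.

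For ribosomal protein genes in the day 7 LAMZ cluster (odds ratio 184.9), it was 0.0141 with a pseudocount of 0.1, 0.687 without the filter, 0.410 after rescaling, 0.0171 after median centring, 0.255 after quantile normalization, 0.0392 after the gene length and GC correction, 0.149 with 3 clusters, 0.0247 with 6 clusters, 0.259 without standardizing, 2.07 among the 2000 genes and 1.27 for genes exceeding the other 6 libraries. In the day 14 LAMZ cluster (0.118) it was 695.9, 14.4, 72.6, 35.1 and 32.4 with a pseudocount of 0.1, without the filter, after rescaling, with 3 clusters and without standardizing, 8.34 for genes exceeding the other 6 libraries, 0.844 after quantile normalization, 0.517 with 6 clusters and 0.547 among the 2000 genes. Left-out libraries gave 0.0294 to 723.5 and 0.0293 to 339.0.

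Rescaling to the same sum moved the median of all tested genes by −0.23 at day 7 and −0.28 at day 14. Small rises can reverse with it, whatever the gene. Among the named genes, 5 log2 fold changes reversed after rescaling: Runx2 at day 14 (−0.13), Acta1 at day 7 (−0.13), mt-Co1 at day 14 (−0.27), mt-Co3 at day 7 (−0.26) and mt-Co2 at day 7 (−0.033). After quantile normalization, 3 of these reversed as well, mt-Co1 at day 14 (−0.49), mt-Co3 at day 7 (−0.18) and mt-Co2 at day 7 (−0.040), and so did Avil (0.018) and Rplp1 (−0.073) at day 7. With each library left out, the ranges that crossed 0 were −0.27 to 0.052 (Avil, day 7), −0.65 to 0.80 (Acta1, day 7), −0.29 to 0.092 and −0.10 to 0.29 (mt-Co1, day 7 and day 14), −0.17 to 0.27 (mt-Co3, day 7) and −0.37 to 0.17 (mt-Co2, day 14). A set by gene descriptions was not run. The depth limits Ppargc1a most, with 1 to 10 reads per library.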

Differences from the paper's values

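The paper's text states no value for the RNA sequencing, and the gene numbers in Fig. 3b are those of Gene Ontology terms, for which no gene lists were used here. The fold changes in Fig. 3d and Fig. 3i come from qPCR. No measure of the paper was therefore computed here in the same way, and no pair of values is given. The clusters set beside the paper's below were made from all tested genes, whereas the Fig. 3a caption describes clusters of genes raised by LAMZ.

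The paper's Fig. 3b shows ribosomal terms as enriched in both the cluster high in day 7 LAMZ and the cluster high in day 14 LAMZ. The gene lists of those terms were not used here. They may hold genes of the mitochondrial ribosome, which were placed in the mitochondrial set here. A ribosomal term can thus be enriched in both clusters while the cytosolic genes lie mostly in a single cluster. Here 78 of the 80 tested cytosolic ribosomal protein genes fell in the day 7 LAMZ cluster and 2 in the day 14 LAMZ cluster (odds ratio 0.118). In 0 of the 14 ways of clustering were they over-represented in both at a Fisher's exact p under 0.05. They were over-represented in the day 14 LAMZ cluster, in place of the other, with a pseudocount of 0.1 (695.9), without the filter on low values (14.4), after rescaling to the same sum (72.6), with 3 clusters (35.1) and without standardizing (32.4). In other settings most of them lay in neither LAMZ cluster: both together held 1 after median centring, 1 after the gene length and GC correction, 6 with 6 clusters and 22 after quantile normalization.

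Supplementary Fig. 5 lists extracellular matrix terms for the cluster that is high in day 14 LAMZ in Fig. 3a. Here the extracellular matrix genes were over-represented in the day 7 LAMZ cluster (odds ratio 2.23) and not in the day 14 LAMZ cluster (odds ratio 1.06, Fisher's exact test, p = 0.887). They were over-represented in the day 14 LAMZ cluster with a pseudocount of 0.1 (2.50), without the filter (1.65), after rescaling to the same sum (4.00), with 3 clusters (2.44) and without standardizing (3.85). After median centring, quantile normalization and the gene length and GC correction, with 6 clusters and among the 2000 genes with the largest standard deviation, they were over-represented in neither. These settings were computed for the extracellular matrix genes after the difference from the figure had been seen.

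The paper states that the mitochondrial genes were the enriched group with most genes (Fig. 3b). Both LAMZ clusters together held 121 of 248 mitochondrial and 80 of 80 ribosomal protein genes here, an order that follows largely from the sizes of the sets, and the day 7 LAMZ cluster held 64 mitochondrial and 78 ribosomal protein genes. By the size of the change the order was the other way round, with shifts of 0.10 and 0.21 for mitochondrial and 0.56 and 0.84 for ribosomal protein genes at day 7 and day 14. In both clusters together, the numbers were 62 and 79 after rescaling to the same sum, 118 and 1 after median centring, 126 and 1 after the gene length and GC correction, 128 and 22 after quantile normalization, and 112 and 6 with 6 clusters.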

Other observations

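All tests in this part were chosen only after the result they address was seen; the test of genes of the X and Y chromosomes was chosen after its own values were seen as well, the marker lists after the values of Lyz2, C1qa, C1qb, Dmp1 and Spp1 and the list of nuclear RNAs after those of Malat1, and the others before their own values were seen.

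The fall of Lyz2, C1qa and C1qb in LAMZ-treated cells, which the paper does not report, may reflect macrophages in the control cultures. A list of 20 macrophage markers was tested, of which 16 with values not seen before passed the filter. All 16 were lower with LAMZ on both days, and the LAMZ libraries lay below the control libraries for each of them. Their median log2 fold change was −3.04 at day 7 and −4.15 at day 14, which in both cases lies at percentile 0 of 10000 random gene sets matched on mean expression. All 16 stayed lower under each of the 4 other scalings. At an adjusted p under 0.05 from limma, 14 were lower at day 7 and 15 at day 14. The summed RPKM of these 16 markers, without Lyz2, C1qa and C1qb, was 149.8 ± 40.9 (SD, n = 2) in control and 1.85 ± 0.112 in LAMZ-treated cells at day 7, and 363.5 ± 51.1 and 2.71 ± 1.21 at day 14. Fewer macrophages in LAMZ-treated cultures and lower expression of these genes in the cells present are not told apart by these data. The median of the 3 osteoclast markers that passed the filter (Acp5, Ctsk and Mmp9) lay at percentile 36.6 at day 7 and 78.6 at day 14 of such sets. Below the filter, Atp6v0d2 had 11 to 15 reads in control and 1 to 2 in LAMZ libraries at day 14. At day 7 it had at most 1 read in any library. Ocstamp, Dcstamp and Calcr had at most 3 reads in any library. An effect on osteoclasts is thus not ruled out. Only 2 endothelial markers passed, too few for the test planned. Whether the loss of this signal contributes to the shifts of mitochondrial or ribosomal protein genes was not tested.

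The paper's methods name calvarial cells and the sample labels name MC3T3-E1 cells. In all 8 libraries, both Xist and a Y-linked gene reached an RPKM of at least 1, a result that would be seen if RNA from male and female cells was mixed: Xist ranged from 6.59 to 10.9 RPKM and Ddx3y from 2.18 to 3.40. Together with the macrophage markers in the control libraries, this suggests primary cells from several animals more than a single line as a hypothesis. A line that expresses both genes was not ruled out.

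Dmp1 and Spp1 rose with LAMZ. The median of 8 other markers of late osteoblasts and osteocytes that passed the filter was 0.79 at day 7 and 0.66 at day 14, at percentiles 99.98 (day 7) and 99.65 (day 14) of random sets matched on expression. Sost also passed the filter but was not counted among these 8. Its log2 fold changes were −0.64 at day 7 and 1.04 at day 14. Of the 8 markers, 7 were higher at day 7 and 6 at day 14, 3 of them past the threshold on each day, and 1 was lower past the threshold on each day. The medians were above 0 under each of the 4 other scalings. A more advanced osteoblast stage under LAMZ is a candidate explanation for this pattern. A smaller share of macrophage RNA in the same libraries would raise genes that macrophages do not express by a common factor and cannot alone make it, since at day 14 the RPKM of Ibsp was 64.8 ± 1.95 (SD, n = 2) in control and 383.0 ± 14.2 in LAMZ-treated cells, and that of Ifitm5 27.1 ± 1.79 and 38.7 ± 4.68.

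The shifts of the gene sets were tested for technical explanations. For mitochondrial genes at day 7, the unadjusted camera p after correction for gene length and GC content was 0.0670. The set median lay at percentile 99.72 of random sets matched on expression, but at 97.23 of sets matched on gene length as well, inside the central 95% of such sets. The correction left 0.085 of the shift of 0.10, whose adjusted p was above 0.05 without it as well (0.0564 from limma's camera), so an effect of gene length or GC content on the shift at day 7 is not ruled out, but is not shown to account for it. At day 14, p was 0.00236 after the correction and both percentiles were 100. For ribosomal protein genes, p after the correction was 3.3e-24 at day 7 and 1.1e-26 at day 14, and all 4 percentiles were 100. Counted together with 276 named pseudogenes, their reads per mapped read were higher in LAMZ libraries by a log2 ratio of 0.45 at day 7 and 0.70 at day 14, but the named pseudogenes hold too few of these reads to move the ratio, so the rise cannot be told apart from sharing with pseudogenes. An effect of LAMZ on ribosomal protein genes on both days and on mitochondrial genes at day 14 remains as a hypothesis, with a changed mix of cells not excluded.

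The share of mapped reads on genes was 73.1% ± 1.66 (SD, n = 2) in control and 76.5% ± 0.877 in LAMZ libraries at day 7, and 71.2% ± 2.23 and 76.1% ± 0.0849 at day 14. Less nuclear RNA in LAMZ libraries could raise it. The median of 9 tested nuclear-retained RNAs lay at percentile 17.8 of random sets at day 7 and at percentile 0.33 at day 14. At day 7, 4 of the 9 (Malat1, Meg3, Rian and Mirg) were nonetheless lower at an adjusted p under 0.05 from limma, with log2 fold changes of −0.82, −1.41, −0.96 and −1.16. Neat1, Xist, Airn, Tug1 and Firre did not pass at day 7, with log2 fold changes of −0.077, −0.18, 0.34, 0.061 and −0.072. Whether the 4 lower RNAs are regulated together was not tested, so they may not be independent signs. The explanation stays open on both days. No biological explanation was tested.

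Genes that the paper measured by qPCR in other cultures had these values. The RPKM of Mef2c was 4.77 ± 0.679 (SD, n = 2) in control and 15.3 ± 2.24 in LAMZ-treated cells at day 7, a log2 fold change of 1.49 (adjusted p = 9.7e-04 from limma), and the log2 fold change at day 14 was 0.78 (adjusted p = 0.00908 from limma). Sp7 rose by 1.46 and 1.01 (adjusted p = 0.00257 and 0.00722 from limma) and Alpl by 1.97 and 2.16 (adjusted p = 0.00203 and 7.1e-04 from limma). Runx2, which overlaps Supt3 and other genes on the other strand, rose by 0.96 at day 7 (adjusted p = 0.00475 from limma) and by 0.20 at day 14 (adjusted p = 0.342 from limma). Its effect was not shown to differ between the days (adjusted p = 0.135 from limma). Fos changed by −0.28 on both days (adjusted p = 0.218 and 0.164 from limma) and Sost by −0.64 and 1.04 (adjusted p = 0.269 and 0.0629 from limma). Gapdh, the reference gene of the paper's qPCR, whose reads can be shared with pseudogenes, had log2 fold changes of 0.62 and 0.71 (adjusted p = 0.214 and 0.121 from limma) and an average over both days of 0.66 (adjusted p = 0.0448 from limma).

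Ppargc1a was below the filter and was not tested. It had 2 reads in each control library and 4 to 6 in LAMZ libraries at day 7, and 1 to 3 and 7 to 10 at day 14. The LAMZ mean was 1.31-fold the control floor of 3 reads at day 7 and 2.66-fold at day 14. At day 7, LAMZ replicate 2 (0.116 RPKM, 4 reads) lay below that floor (0.126 RPKM). That floor is a mean over the control libraries, and 3 reads make 0.0874 RPKM in this LAMZ library itself. Its value also lay above both day 7 control libraries (0.0805 and 0.0876 RPKM). The few reads of the LAMZ libraries carry counting error too, so neither ratio is a lower bound. A difference of this size is close to what the depth can show.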
